# A Point Mutation at C151 of *Keap1* of Mice Abrogates NRF2 Signaling, Cytoprotection in Vitro, and Hepatoprotection in Vivo by Bardoxolone Methyl (CDDO-Me)[Fn fn5]

**DOI:** 10.1124/molpharm.123.000671

**Published:** 2023-08

**Authors:** Tonibelle Gatbonton-Schwager, Yoko Yagishita, Tanvi Joshi, Nobunao Wakabayashi, Harini Srinivasan, Takafumi Suzuki, Masayuki Yamamoto, Thomas W. Kensler

## Abstract

Bardoxolone methyl (CDDO-Me) is an oleanane triterpenoid in late-stage clinical development for the treatment of patients with diabetic kidney disease. Preclinical studies in rodents demonstrate the efficacy of triterpenoids against carcinogenesis and other diseases, including renal ischemia-reperfusion injury, hyperoxia-induced acute lung injury, and immune hepatitis. Genetic disruption of *Nrf2* abrogates protection by triterpenoids, suggesting that induction of the NRF2 pathway may drive this protection. Herein, we examined the effect of a point mutation (C151S) in KEAP1, a repressor of NRF2 signaling, at cysteine 151 in mouse embryo fibroblasts and mouse liver. Induction of target gene transcripts and enzyme activity by CDDO-Me was lost in C151S mutant fibroblasts compared with wild-type. Protection against menadione toxicity was also nullified in the mutant fibroblasts. In mouse liver, CDDO-Me evoked the nuclear translocation of NRF2, followed by increased transcript and activity levels of a prototypic target gene, *Nqo1*, in wild-type, but not C151S mutant, mice. To test the role of KEAP1 Cys151 in governing the broader pharmacodynamic action of CDDO-Me, wild-type and C151S mutant mice were challenged with concanavalin A to induce immune hepatitis. Strong protection was seen in wild-type but not C151S mutant mice. RNA-seq analysis of mouse liver from wild-type, C151S mutant, and *Nrf2*-knockout mice revealed a vigorous response of the NRF2 transcriptome in wild-type, but in neither C151S mutant nor *Nrf2*-knockout, mice. Activation of “off-target” pathways by CDDO were not observed. These data highlight the singular importance of the KEAP1 cysteine 151 sensor for activation of NRF2 signaling by CDDO-Me.

**SIGNIFICANCE STATEMENT:**

KEAP1 serves as a key sensor for induction of the cytoprotective signaling pathway driven by the transcription factor NRF2. Mutation of a single cysteine (C151) in KEAP1 abrogates the induction of NRF2 signaling and its downstream cytoprotective actions in vitro and in vivo by bardoxolone methyl (CDDO-Me), a drug in late-stage clinical development. Further, at these bioeffective concentrations/doses, activation of “off-target” pathways by CDDO-Me are not observed, highlighting the singular importance of NRF2 in its mode of action.

## Introduction

The transcription factor NF-E2-related factor 2 (NRF2) belongs to the Cap’n’Collar basic leucine zipper family, assembling into a complex with its heterodimeric partners, small Maf proteins, that bind to antioxidant response elements (AREs) to activate or repress a battery of NRF2 target genes. When *Nrf2*-knockout mice were first established, their phenotype showed diminished expression of xenobiotic detoxication enzymes, along with enhanced sensitivity to toxins (Itoh et al., 1997; Chan and Kan, 1999; Enomoto et al., 2001). Kelch-like ECH-associated protein 1 (KEAP1), a repressor facilitating the proteasomal degradation of NRF2, was identified thereafter as a critical factor affecting NRF2 fate and magnitude of toxin sensitivity (Itoh et al., 1999, Kobayashi et al., 2004). Based on these fundamental findings, NRF2 research accelerated to define NRF2 as a critical defense against electrophiles and reactive oxygen species (Kensler et al., 2007, Yamamoto et al., 2018). Comprehensive, high-throughput transcriptome profiling reveals an ever-broadening range of NRF2 target genes influencing electrophilic and oxidative stresses, anti-inflammatory responses, cell metabolism, cell proliferation/differentiation, and cell death pathways, involving ∼300 potential direct NRF2 target genes (Thimmulappa et al., 2002, Malhotra et al., 2010, Yamamoto et al., 2018, Yagishita et al., 2023). As a consequence of this broad, cellular prosurvival response, there has been a concerted effort to identify and use inducers of NRF2 signaling for disease prevention and treatment in preclinical models and now in clinical trials (Copple et al., 2017, Cuadrado et al., 2019, Dinkova-Kostova and Copple, 2023).

Prior to the recognition and characterization of the KEAP1-NRF2-ARE system, Talalay et al. (1988) deduced that many inducers contain, or acquire by metabolism, a distinctive chemical and structural feature, electrophilic olefin, or related electron-deficient centers that function as Michael reaction acceptors. They predicted the existence of a sensor molecule with highly reactive cysteines responding to a diverse chemical library of inducers. Upon isolating KEAP1 as a binding partner of NRF2, the Yamamoto group (Itoh et al., 1999) reported that KEAP1 possessed 25 and 27 cysteines in human and mouse, respectively. Several of these cysteines in KEAP1 are adjacent to basic residues and expected to have lower PKa values and consequent increased reactivity, consistent with the idea that KEAP1 was the direct sensor molecule.

Wakabayashi et al. (2004) initiated a molecular-genetic approach to probe the role of specific KEAP1 cysteines; absence of either C273 or C288 or both abrogated repressor activity in hepatoma cells. Zhang and Hannink (2003) demonstrated that C273 and C288 are required for KEAP1-dependent ubiquitination of NRF2. They also identified cysteine 151 (C151) as a target for the inducer sulforaphane, wherein binding enabled NRF2 to escape KEAP1-dependent degradation, leading to increased nuclear accumulation and transcriptional upregulation of cytoprotective genes. Mass spectrometry has also been used to identify KEAP1 cysteines modified by several inducers (Dinkova-Kostova et al., 2002; Hong et al., 2005; Luo et al., 2007).

As reviewed in Yamamoto et al. (2018), a cysteine code defining responses for different classes of inducers was identified. Macrophages harboring a C151S mutant did not respond to a large group of electrophiles (Takaya et al., 2012). C288 was favored for sensing the endogenous inducer PGJ2,15-deoxy-Δ12,14-prostaglandin J2 (15*Δ*-PGJ_2_) (Saito et al., 2015). Although a comprehensive cataloging of all cysteine targets for most inducers has not been undertaken, an 11-cysteine-less mutant cell line was insensitive to most electrophilic inducers but retained basal repressor activity (Suzuki et al., 2019).

Oleanane triterpenoids, developed by Sporn, Honda, and Gribble, are exceedingly potent inducers with efficacy in cell culture at nanomolar concentrations (Dinkova-Kostova et al., 2005). Two triterpenoids, 1-(2-cyano-3,12,28-trioxooleana-1,9(11)-dien-28-yl)-1H-imidazole (CDDO-Im) and methyl-2-cyano-3,12-dioxooleano-1,9-dien-28-oate (bardoxolone methyl; CDDO-Me), have been widely studied in preclinical models for efficacy against carcinogenesis and other diseases. CDDO-Im, unlike any other chemopreventive tested, completely abrogated the hepatocarcinogenicity of aflatoxin B_1_ in a lifetime bioassay in rats (Johnson et al., 2014), acute manifestations of hepatotoxicity elicited by acetaminophen (Reisman et al., 2009), and concanavalin A (ConA) (Osburn et al., 2008) as well as hyperoxia-induced acute lung injury (Reddy et al., 2009) and renal ischemia-reperfusion injury (Liu et al., 2014) in mice. CDDO-Im has been described previously as a C151-preferring inducer (Saito et al., 2015), although other cysteines in KEAP1 are likely to be functional targets as well (Meng et al., 2020). Unlike other triterpenoids, CDDO-Me has undergone substantial clinical development (Kanda and Yamawaki, 2020).

In this study, we sought to address the role of KEAP1 C151 as a critical target for the cytoprotective actions of CDDO-Me. Unexpectedly, it appears this single cysteine exclusively determines, at low concentrations, the responsiveness of the KEAP1-NRF2-ARE pathway to the enzyme-inducing and cell survival responses in vitro and in vivo. Further, at these concentrations, activation of “off-target” pathways by CDDO-Me are not observed.

## Materials and Methods

### Materials

CDDO-Me was purchased from Toronto Research Chemicals (North York, ON). CDDO-Im was purchased from Tocris (Bristol, United Kingdom). Bovine serum albumin, Tween-20, flavin adenine dinucleotide, 3,3′-methylene-bis (dicoumarol), D-glucose 6-phosphate sodium salt, glucose-6-phosphate dehydrogenase, thiazolyl blue tetrazolium bromide (MTT), and ConA were purchased from Sigma (St. Louis, MO). 2-Methyl-1,4-naphthoquinone (menadione) and digitonin were purchased from Acros (Antwerp, Belgium), 15Δ-PGJ_2_ from Cayman Chemical (Ann Arbor, MI), and CdCl_2_ from Thomas Scientific (Swedesboro, NJ). Tris, NADP, and EDTA were purchased from BioRad (Hercules, CA), Roche (Indianapolis, IN), and Thermo Fisher Scientific (Waltham, MA), respectively.

### Cell Culture

Stable male wild-type and *Keap1*^C151S^ (C151S) murine embryonic fibroblast (MEF) cell lines were established from *Keap1*^C151S^ mice created by the Yamamoto laboratory (Tohoku University, Japan) (Saito et al., 2015) as described previously (Wakabayashi et al., 2010). The cell lines were cultured in Iscove’s modified Dulbecco’s medium (Gibco, Billings, MT) containing L-glutamine and 25 mM Hepes and supplemented with 10% FBS (Gibco) and 100 µg/mL Primocin (Invivogen, San Diego, CA) in a 37°C humidified incubator with an atmosphere of 5% CO_2_.

### RNA Preparations from Cells and Analysis of *Nqo1* mRNA Expression

MEFs were plated at 4 × 10^4^ – 5 × 10^4^ cells per well in six-well plates for 24 hours followed by treatment with CDDO-Im (1, 3, 10, 30 nM), CDDO-Me (1, 3, 10, 30 nM), 15Δ-PGJ_2_ (10 µM), CdCl_2_ (30 µM), or vehicle control for an additional 24 hours to reach 70%–80% cell confluency at time of harvest. RNA was extracted using TRIzol Reagent (Thermo Fisher Scientific), and cDNA was synthesized from 100 ng of RNA with qScript cDNA Synthesis Kit (Quant Biosciences, Beverly, MA). Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific) and QuantStudio 7 (Applied Biosystems, Waltham, MA) were used for quantitative real-time polymerase chain reaction (qPCR).

### NQO1 Enzyme Activity

MEFs were plated at 5 × 10^3^ – 8 × 10^3^ cells per well in 48-well plates for 24 hours followed by treatment with CDDO-Im (1 and 30 nM), CDDO-Me (1 and 30 nM), or DMSO control for 48 hours to reach 90%–95% cell confluency at the time of analysis. Cells were lysed with 0.08% digitonin/EDTA (2 mM, pH 7.8) for 20 minutes at 37°C. The assay was performed as described previously (Prochaska and Santamaria, 1988). Briefly, 80 µL of cell lysate was incubated at room temperature for 5 minutes with 200 µL of the reaction mixture: NAD(P)H:quinone dehydrogenase 1 (NQO1) assay buffer (25 mM Tris, pH 7.4, 0.66 mg/mL bovine serum albumin, 0.01% Tween-20) mixed with cofactors (5 µM flavin adenine dinucleotide, 1 mM G6P, 30 µM NADP, 30 U G6P, 0.3 mg/mL MTT) and 50 µM menadione. For mouse liver samples, approximately 100 mg of livers were lysed and used for the assay. Spectrophotometric measurement was performed using SpectraMax M5 plate reader (Molecular Devices). Protein concentration was measured using the BCA reagent (Thermo Fisher Scientific), which was used for the normalization of enzyme activity.

### Menadione Assay

MEFs were plated at 2 × 10^3^ cells per well in 96-well plates for 24 hours followed by treatment with CDDO-Im (30 nM), CDDO-Me (30 nM), or DMSO as vehicle control. After 24 hours, MEFs were treated with menadione at the indicated concentrations along with CDDO-Im (30 nM), CDDO-Me (30 nM), or DMSO for an additional 24 hours. Cell viability was examined by MTT assay as described previously (Hoare and Hughes, 2004).

### Mice

*Nrf2*-knockout mice (Itoh et al., 1997) and C151S knock-in mice (C151S) (Saito et al., 2015) were generated by the Yamamoto laboratory (Tohoku University, Japan). C151S mice were developed by CRISPR-Cas9 genome editing technology as described previously (Saito et al., 2015). Wild-type mice [C57BL/6J (B6(Cg)-Tyr^c-2J^/J)] were obtained from the Jackson Laboratory. All mice used in the experiments were albino C57BL/6J background [B6 (Cg)-Tyr^c-2J^/J], male, and 7–10 weeks old. Homozygous C151S mice and *Nrf2*-knockout mice were used for mating and for experiments. The C151S allele was genotyped by TaqMan qPCR methods using purified mouse tail DNA. All animal experiments were approved by the Institutional Animal Care and Use Committee at the Fred Hutchinson Cancer Center.

### Mouse Treatment with the NRF2 Inducers

Mice were orally administered CDDO-Me [30 μmol/kg body weight (BW)], CDDO-Im (30 μmol/kg BW), or vehicle (10% DMSO, 10% Cremophor-EL, and PBS) alone. According to the experimental design, single or repeated treatments (every other day, a total of three doses) were performed. At 24 hours after the last treatment, tissues were collected for further analysis.

### Acute Immune Hepatitis Model

Mice were pretreated with a total of three doses of CDDO-Me (30 μmol/kg BW), CDDO-Im (30 μmol/kg BW), or vehicle alone. At 24 hours after the last treatment, mice were administrated ConA (12 mg/kg BW) by intravenous injection; 8 hours later, serum was collected for analyses. To assess the extent of hepatotoxicity, alanine aminotransferase (ALT) activity in serum was measured using an assay kit from APExBIO (Houston, TX). For histologic analysis, livers were immersed in 4% paraformaldehyde, and H&E-stained sections were prepared. Imaging was performed using a Nikon Eclipse E800 microscope and a Zeiss AxioCam MRc camera.

### Protein Preparation and Immunoblot Analysis

Mice were treated with CDDO-Me (30 μmol/kg BW) or vehicle (10% DMSO, 10% Cremophor-EL, and PBS) alone. Three hours after treatment, livers were collected to examine the nuclear translocation of NRF2. Nuclear extracts were prepared using NE-PER Nuclear and Cytoplasmic Extraction Regents (Thermo Scientific) according to the manufacturer’s directions. The protein samples were subjected to 8% SDS-PAGE and transferred to a polyvinylidene difluoride membrane. Specific protein signals were detected by anti-NRF2 (sc-13032, Santa Cruz Biotechnology Dallas, TX) and anti–*α*-tubulin (MAB1864, Millipore, Burlington, MA) antibodies. Image J (National Institutes of Health) was used for quantification analyses.

### RNA Preparation from the Livers and qPCR Analysis

The harvested livers were homogenized in Trizol (Thermo Fisher Scientific), and total RNA was extracted, followed by cleanup using an RNeasy Mini Kit (Qiagen). cDNA was synthesized using the qScript system (Quanta Biosciences), and qPCR was performed by using Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific) and QuantStudio 7 (Applied Biosystems). The primers are shown in Supplemental Table 1. Expression levels of each gene were normalized to *Actb* and calculated relative to the control.

### Library Construction and RNA Sequencing

Total RNA derived from the livers of wild-type, C151S, and *Nrf2*-knockout mice treated with vehicle (*n* = 5) and CDDO-Me (*n* = 5) in each genotype were used. RNA quality check, library construction, and sequencing were performed at the Fred Hutchinson Cancer Center Shared Resources Cores for Genomics and Bioinformatics. Total RNA integrity was affirmed and quantified using an Agilent 4200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA) and Trinean DropSense96 spectrophotometer (Caliper Life Sciences, Hopkinton, MA), respectively. RNA-seq libraries were prepared from total RNA (TruSeq Stranded mRNA kit, Illumina, Inc., San Diego, CA), and library size distribution was validated (Agilent 4200 TapeStation, Agilent Technologies, Santa Clara, CA). Additional quality control of the library, combining of pooled indexed libraries, and cluster optimization was performed using Life Technologies’ Invitrogen Qubit 2.0 Fluorometer (Life Technologies-Invitrogen, Carlsbad, CA). RNA-seq libraries were pooled (30-plex) and clustered onto a P3 flow cell. Samples were sequenced using an Illumina NextSEq 2000 using a paired-end, 50 base read-length strategy. Raw data have been deposited in Gene Expression Omnibus; the accession number is GSE222256.

### Bioinformatics Analysis

Quality assessment of the raw sequencing data, in Fastq format, was performed with fastp v0.20.0 (Chen et al., 2018) to ensure that data had high base call quality, expected guanine-cytosine content for RNA-seq, and no overrepresented contaminating sequences. No reads or individual bases were removed during this assessment step. The fastq files were aligned to the UCSC mouse mm10 reference assembly using STAR v2.7.7 (Dobin et al., 2013). STAR was run with the parameter “–quantMode GeneCounts” to produce a table of raw gene-level counts with respect to annotations from mouse GENCODE build M23. A full list of alignment parameters is provided in Supplemental Methods. To account for stranded library preparation, only counts from the second strand were retained for further analysis. The quality of the alignments was evaluated using RSeQC v3.0.0 (Wang et al., 2012), including assessment of bam statistics, read-pair inner distance, and read distribution. Differential expression analysis was performed with edgeR v3.36.0 (Robinson et al., 2010) to identify the differences between mice treated with CDDO-Me and vehicle of wild-type, C151S, and *Nrf2*-knockout with five biologic replicates in each group. Genes with very low expression across all samples were flagged for removal by filterbyExpr, and trimmed mean of M values normalization was applied with calcNormFactors to account for differences in library composition and sequencing depth. We constructed a design matrix to incorporate potential batch effects related to date of sample isolation, after which the dispersion of expression values was estimated using estimateDisp. Testing for each gene was then performed with the QL F-test framework using glmQLFTest, which outputs for each gene a *P* value, a log_2_(fold change) value, and a Benjamini-Hochberg corrected false discovery rate (FDR) to control for multiple testing. The results were plotted using ggplot2 v3.3.5 (Wickham 2016). To investigate pathways and gene signatures, preranked gene set enrichment analysis was performed using clusterProfiler v4.2.2 (Yu et al., 2012). Genes were ranked by -log_2_(FDR) multiplied by sign of the corresponding log fold change (FC) value, to take account of both significance and direction of change, and gene signatures from the Kyoto Encyclopedia of Genes and Genomes and Gene Ontology databases were assessed for enrichment of differentially expressed genes.

### Statistical Analysis

GraphPad Prism 9 software was used for statistical analysis of data sets. The nonlinear regression package was used to determine TC_50_ values. For the comparison of two groups, unpaired two-tailed Student’s *t* test was used; for more than two groups, one-way ANOVA was used followed by Dunnett’s or Tukey’s test as described in the relevant legends.

## Results

### CDDO-Me Induces Gene Expression and Enzyme Activity of NQO1 in a KEAP1 C151–Dependent Manner in MEFs

To examine the potential critical contribution of KEAP1 C151 to triterpenoid-driven activation of NRF2, MEFs derived from *Keap1 C151S* knock-in mice (Saito et al., 2015) were used. In C151S mice, a cysteine is replaced with serine at position 151 of the *Keap1* sequence. Using *Nqo1* expression as a marker of Nrf2 activation, the responses to CDDO-Im and CDDO-Me were measured. As shown in Fig. 1, A and B, both CDDO-Im and CDDO-Me elevated *Nqo1* mRNA expression in dose-dependent manners in wild-type MEFs. Although 1 and 3 nM of CDDO-Im did not show induction of *Nqo1* expression in C151S MEFs, higher concentration of CDDO-Im (i.e., 10 and 30 nM) demonstrated higher levels (2.9- and 2.4-fold, *P* < 0.05) of *Nqo1* transcripts compared with vehicle-treated MEFs (Fig. 1A). Notably, *Nqo1* expression did not increase in C151S MEFs with any concentrations of CDDO-Me (Fig. 1B). In wild-type MEFs, CDDO-Im and CDDO-Me showed equivalent potency in the induction of *Nqo1*; however, higher efficacy at the dose of 30 nM was observed with CDDO-Im as compared with CDDO-Me. Although *Nqo1* is a prototypical NRF2 target gene, the responses of two additional target genes, carbonyl reductase 3 (*Cbr3*) and glutathione *S*-transferase M1 (*Gstm1*), were measured to impute generalization of the interactions between genotype and triterpenoid. Dose-dependent increases in transcript levels were seen for both genes with CDDO-Im and CDDO-Me in wild-type mice; no appreciable induction was observed with either agent in the C151S mutant mice (data not shown).

**Fig. 1.**
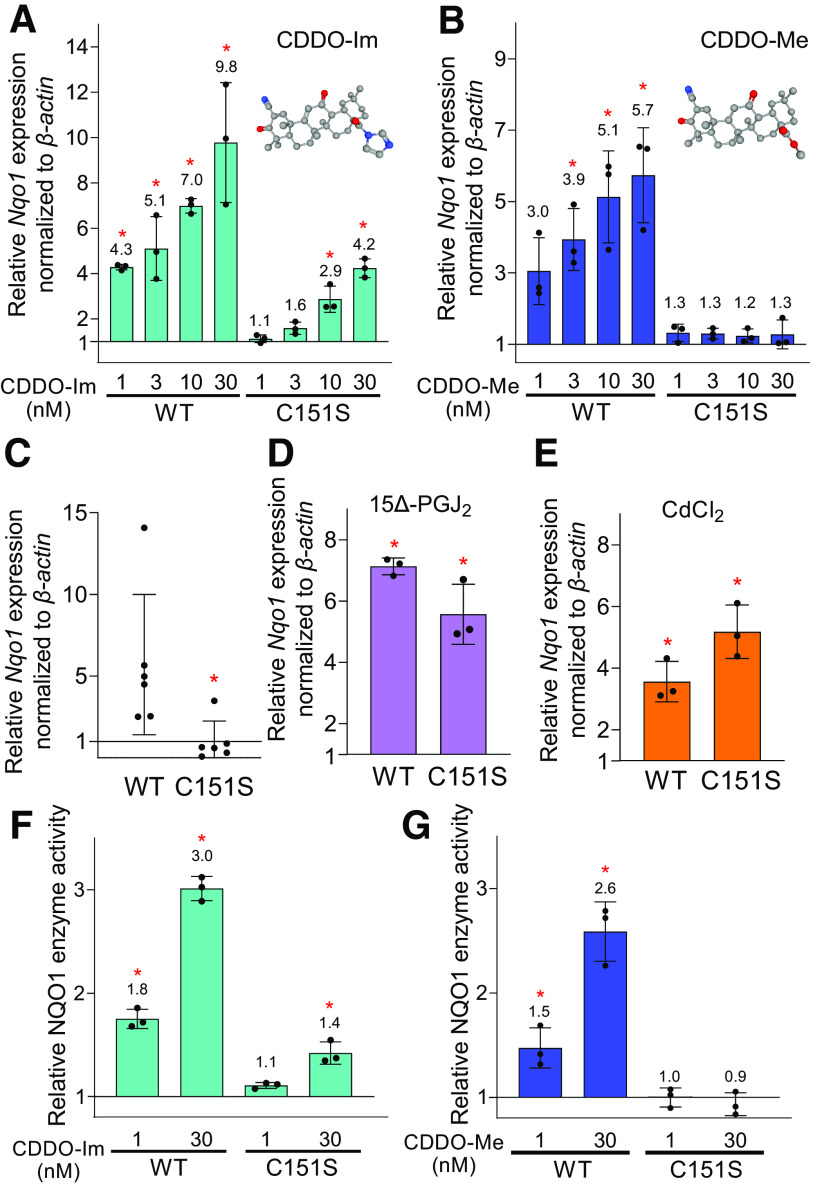
CDDO-Me induces mRNA expression and enzyme activity of NQO1 in a KEAP1 cysteine 151 -dependent manner in MEFs. (A and B) *Nqo1* mRNA expression in wild-type (WT) and C151S MEFs treated by CDDO-Im (A) or CDDO-Me (B). The MEFs were treated for 24 hours with the indicated concentrations of the two compounds. The chemical structures of CDDO-Im and CDDO-Me are indicated in the top corner of (A) and (B), respectively. The expression levels in the vehicle control of WT or C151S were set as 1. *P < 0.05 using one-way ANOVA. (C) *Nqo1* mRNA expression in WT and C151S MEFs under homeostatic conditions. The MEFs cultured without any treatment were used to determine the basal level of *Nqo1*. The expression level in C151S MEFs was set as 1. *P < 0.05 using Student’s *t* test. (D and E) *Nqo1* mRNA expression in WT and C151S MEFs treated with 10 µM 15Δ-PGJ_2_ (D) or 30 µM CdCl_2_ (E) for 24 hours. The expression levels in the vehicle control in each genotype of MEFs were set as 1. *P < 0.05 using Student’s *t* test. Gene expression was normalized by *β-actin* for all mRNA data. (F and G) NQO1 enzyme activity in WT and C151S MEFs treated with CDDO-Im (F) or CDDO-Me (G). Enzyme activities of the vehicle control in each genotype of MEFs were set as 1. *P < 0.05 using one-way ANOVA followed by Dunnett’s test. Three independent experiments were performed for each assay. Data are presented as means ± S.D.

It was also shown that the basal level of *Nqo1* expression in nontreated C151S MEFs was notably lower than that in wild-type MEFs (Fig. 1C), an observation consistent with previous data in transgenic mice expressing *Keap1 C151S* in a *Keap1*-null background (Yamamoto et al., 2008). In addition to Cys151, Cys273, and Cys288 located in the intervening region are well-recognized sensor cysteines in KEAP1. It has been reported that 15Δ-PGJ_2_ utilizes specific preference for Cys288, whereas cadmium chloride (CdCl_2_) harbors dependency on Cys226/613/622/624 of KEAP1 (but is independent of Cys151/273/288) (Saito et al., 2015). Indeed, the treatments with 15Δ-PGJ_2_ and CdCl_2_ exhibited comparative levels of induction in *Nqo1* expression in wild-type and C151S MEFs (Fig. 1, D and E), thereby confirming the residual function of KEAP1 harboring a point mutation on C151 with other classes of inducers. The response of NRF2 to CDDO-Im and CDDO-Me was further investigated by measuring NQO1 enzyme activity in MEFs. Wild-type MEFs showed substantial elevation of NQO1 enzyme activity by treatment with CDDO-Im and CDDO-Me (1 and 30 nM), and C151S MEFs showed elevated NQO1 activity only with 30 nM, but not 1 nM, CDDO-Im (Fig. 1, F and G). Of note, C151-dependent nuclear accumulation of NRF2 protein has been reported previously with CDDO-Im in MEFs (Saito et al., 2015). Importantly, CDDO-Me did not show increased NQO1 activity with either 1 or 30 nM, in agreement with the mRNA expression levels of *Nqo1* (Fig. 1B). The basal level of NQO1 enzyme activity (the ratio of wild-type to C151S is 1.0:0.27) was lower in C151S than wild type (*P* = 0.025). Together, these data demonstrate that KEAP1 C151 serves as an important sensor of triterpenoid analogs with full dependency of CDDO-Me on C151 and a strong but incomplete dependency for CDDO-Im. Using an epoxide-containing analog of CDDO-Me, Wong et al. (2016) previously characterized irreversible modification of multiple cysteines (257/273/288/434/489/613) in recombinant mouse KEAP1, wherein form does not appear to match function.

### CDDO-Me Ameliorated Menadione-Induced Cytotoxicity in Wild-Type MEFs but not in C151S MEFs

To investigate the role of KEAP1 C151 on a NRF2-mediated cytoprotective response evoked by the triterpenoids, wild-type and C151S MEFs were challenged with menadione. Menadione is metabolized with a production of superoxide and hydrogen peroxide, leading to oxidative damage, wherein NQO1 detoxifies quinones by catalyzing an obligatory two-electron reduction to bypass generation of semiquinone radicals and reactive oxygen species via redox cycling reactions (Fig. 2A) (Ross and Siegel, 2021). As shown in Fig. 2B, CDDO-Im showed a protective effect against menadione-mediated toxicity in wild-type MEFs, exhibiting a TC_50_ value of 24.2 µM, which was higher than vehicle control (TC_50_ of 18.8 µM) (Table 1). Although CDDO-Im demonstrated a mildly shifted dose-response curve as compared with vehicle in C151S MEFs (Fig. 2B), protection was not statistically significant (Table 1; TC_50_ of 13.8 µM in vehicle versus 16.7 µM in CDDO-Im). The mild cytoprotection observed in C151S MEFs treated by CDDO-Im (30 nM) may be, at least partially, attributable to elevated *Nqo1* expression induced by the higher concentrations of CDDO-Im in C151S MEFs (Fig. 1, A and F). Importantly, CDDO-Me notably suppressed menadione-induced cytotoxicity in wild-type MEFs, whereas its protection was completely abrogated in C151S MEFs (Fig. 2C; Table 1). A comparison of TC_50_ values between vehicle-treated wild-type and C151S MEFs indicated a difference in the sensitivity for menadione-induced cytotoxicity (*P* = 0.035). It is plausible that the lower mRNA expression and enzyme activity of NQO1 shown in C151S than wild-type MEFs at the basal level (Fig. 1C) contribute to KEAP1 C151S–dependent differences in menadione sensitivity. In summary, these data demonstrate that NQO1-mediated cytoprotective effects induced by the triterpenoids occur in a KEAP1 Cys151–dependent manner in vitro, wherein CDDO-Me shows higher specificity than CDDO-Im regarding the reliance on KEAP1 C151.

**Fig. 2.**
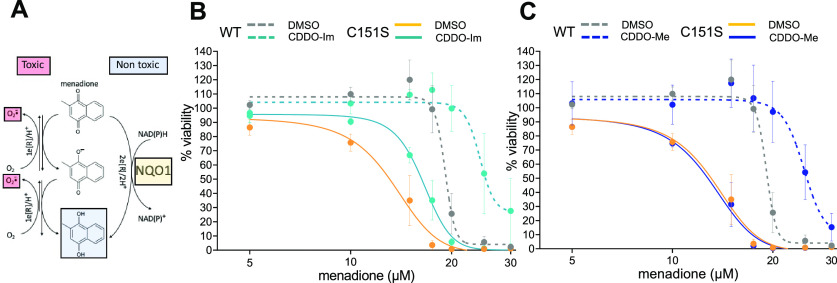
CDDO-Me ameliorates menadione-induced cytotoxicity in wild-type (WT), but not in C151S, MEFs. (A) Menadione is metabolized with a production of superoxide and hydrogen peroxide, leading to oxidative and nitrosative damage. NQO1 detoxifies the menadione quinone by reducing it to hydroquinone, which undergoes a subsequent detoxification process. (B and C) WT and C151S MEFs were treated with CDDO-Im (B) or CDDO-Me (C) for 24 hours, followed by an administration of menadione with indicated concentrations (0–30 µM). Cell viability after 24 hours of menadione treatment was determined. Three independent experiments were performed. Data in the graphs are presented as the mean ± S.E. of the means of each concentration, genotype, and triterpenoid. Each individual experiment included three technical replicates at each concentration. Concentration-response curves were fit using GraphPad Prism; TC_50_ values were calculated from each individual experiment: means ± S.D. from the three experiments are presented in Table 2.

**TABLE 1:** TC_50_ values for menadione cytotoxicity observed in wild-type and C151S MEFs treated with CDDO-Im or CDDO-Me Concentrations of menadione, which reduce cell viability by 50% (TC_50_), were determined in wild-type and C151S MEFs based on the concentration-response curves. Data are presented as means ± S.D. obtained from three independent assays. One-way ANOVA followed by Dunnett’s test was performed.

Wild-Type MEFs	TC_50_ Menadione	S.D.	*P* Value
DMSO	18.8	± 1.06 µM	
CDDO-Im 30 nM	24.2	± 1.47 µM	0.003
CDDO-Me 30 nM	25.4	± 0.91 µM	0.001
			
C151S MEFs	TC_50_ Menadione	S.D.	*P* Value
DMSO	13.8	± 2.55 µM	
CDDO-Im 30 nM	16.7	± 0.71 µM	0.291 (n.s.)
CDDO-Me 30 nM	13.7	± 1.37 µM	0.998 (n.s.)

n.s., not significant.

### C151 of KEAP1 is Required for CDDO-Me–Induced Stimulation of NRF2 Signaling in Vivo

Wild-type and KEAP1 C151S mice were treated with either a single dose or repeated doses (a total of three doses) of CDDO-Im or CDDO-Me, and NQO1 enzyme activity in the livers was examined. Both single and repeated doses of CDDO-Im showed higher activity (2.0- and 5.0-fold, *P <* 0.05) of hepatic NQO1 as compared with the respective vehicle controls; no induction of NQO1 activity was observed in the livers of C151S mice (Fig. 3A). Similarly, CDDO-Me, particularly following repeated doses, elicited induction of NQO1 activity (2.0- and 5.1-fold, *P* < 0.05) in the livers of wild-type mice, which was abolished in C151S mice (Fig. 3B). CDDO-Im and CDDO-Me showed nearly identical induction of NQO1 activity in vitro (Fig. 1, A and B) and in the livers of wild-type mice (Fig. 3, A and B). Activation of NRF2 signaling by CDDO-Me was verified by examining nuclear accumulation of NRF2 in the livers. A 2.5-fold increase in NRF2 accumulation was detected in wild-type mice 3 hours after administration of one dose of CDDO-Me (30 µmol/kg); no difference in NRF2 protein accumulation was detected in the nucleus between vehicle and CDDO-Me of C151S mice (Fig. 3C). These data demonstrate that Cys151 of KEAP1 has a critical contribution to the induction of NRF2 signaling elicited by CDDO-Me in vivo.

**Fig. 3.**
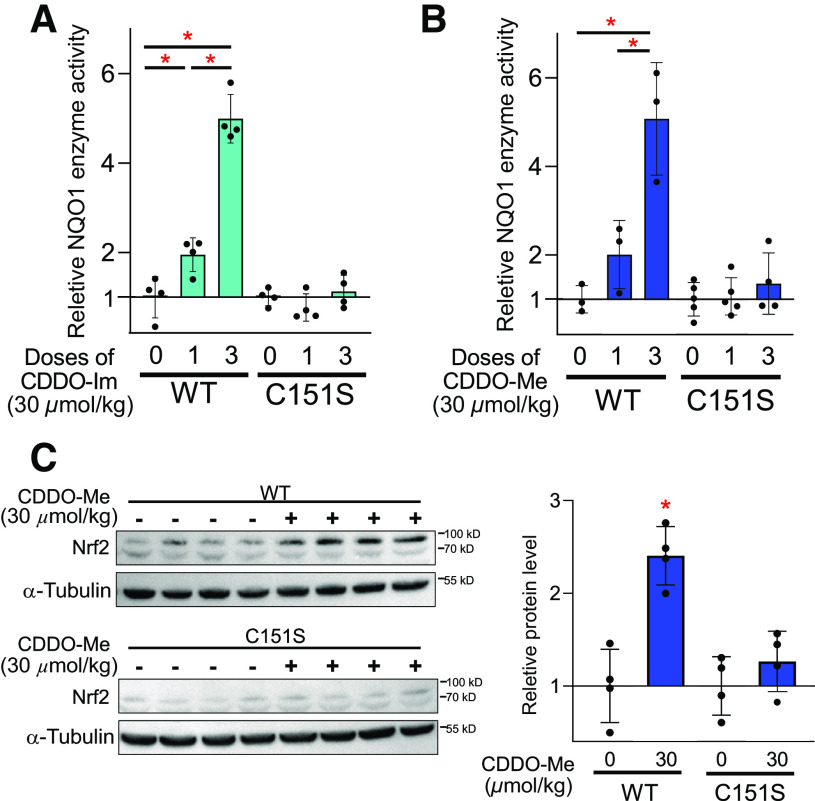
CDDO-Me does not induce activation of NRF2 in the livers of C151S mice. NQO1 enzyme activity in the livers of wild-type (WT) and C151S mice treated with single or repeated doses (a total of three doses) of CDDO-Im (A) and CDDO-Me (B) (*n* = 3–5). Enzyme activity in the vehicle-treated group was set as 1. The ratio of basal NQO1 activities in wild-type and C151S livers is 1.0:0.22). *P < 0.05 using one-way ANOVA. The data obtained from the different genotypes were not directly compared by statistical analysis. (C) Immunoblot analyses of NRF2 and *α*-tubulin in the nucleus extracts derived from the livers of WT and C151S mice treated with one dose of CDDO-Me (*n* = 4). After 3 hours of treatment, the livers were harvested for analysis. The quantification of band intensity is shown in the right panel. *P < 0.05 using Student’s *t* test. Data are presented as means ± S.D.

### A Point Mutation at C151 of KEAP1 Abrogates CDDO-Me–Mediated Hepatic Protection in a Concanavalin A Model of Acute Hepatitis in Mice

The contribution of cysteine sensor C151S in KEAP1 to cytoprotective functions induced by CDDO-Me was further studied in vivo using a model of ConA-induced acute immune hepatitis. Mice were pretreated with CDDO-Im or CDDO-Me (a total of three doses), followed by ConA administration. Liver damage was assessed by serum transaminase activities (ALT) in wild-type and C151S mice 8 hours later. ConA administration evoked high ALT levels in vehicle-treated wild-type mice, which was notably suppressed by CDDO-Im and CDDO-Me (Fig. 4A). ALT was similarly high in the vehicle-treated C151S mice, which was not abrogated by CDDO-Im and CDDO-Me pretreatment. Microscopic examination of H&E-stained liver sections revealed severe and extensive necrosis in ConA-challenged, vehicle-treated, wild-type, and C151S mice. CDDO-Me and CDDO-Im afforded substantial, albeit incomplete, protection against this necrosis in wild-type, but not C151S, mice (Fig. 4B), in accord with the effects on serum ALT levels. These data demonstrated that KEAP1 C151 was required to induce triterpenoid-mediated protection against acute hepatitis in mice.

**Fig. 4.**
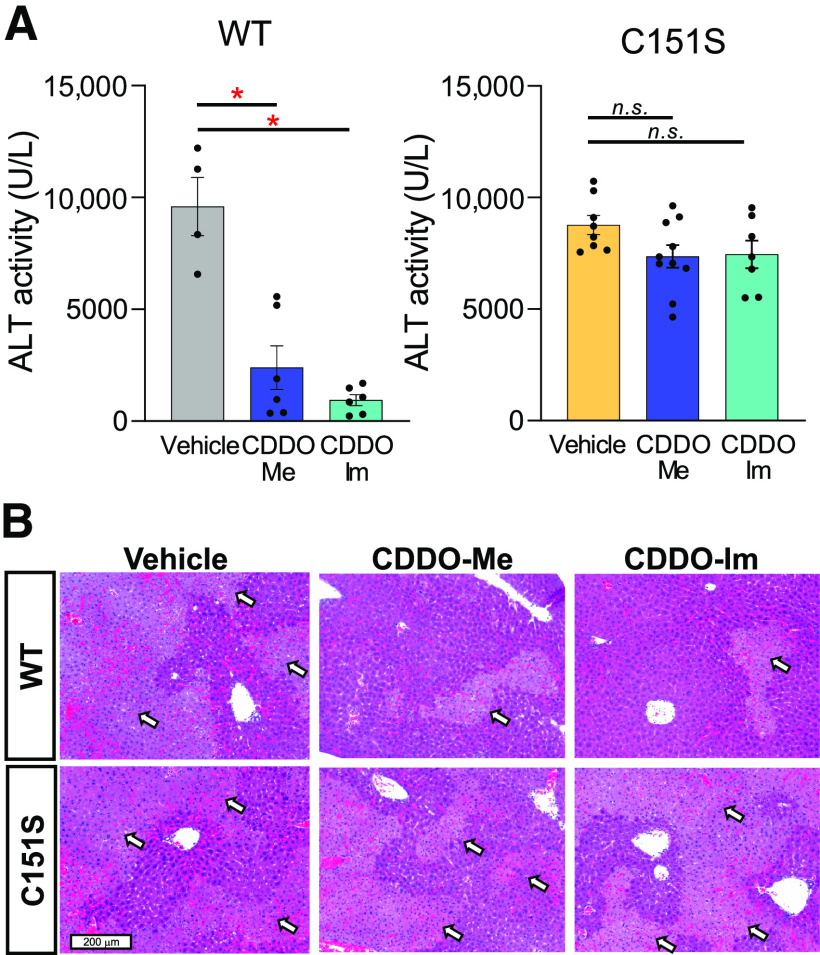
Point mutation at C151 of KEAP1 abrogates CDDO-Me–mediated hepatic protection in a ConA model of acute hepatitis in mice. After 8 hours of ConA challenge, serum samples were collected and ALT levels were determined in the mice pretreated with vehicle, CDDO-Me, or CDDO-Im (a total of three doses) (*n* = 4 – 10). *P < 0.05 using one-way ANOVA followed by Tukey’s test. Scale bar, 200 μm. n.s., not significant; WT, wildtype.

### RNA-Seq Analysis Defines an Exclusive NRF2 Signature for CDDO-Me–Induced Genes in Mouse Liver with a Total Dependency upon C151 of KEAP1

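Livers were taken from male wild-type, C151S, and Nrf2-knockout mice 24 hours after 1 oral dose of vehicle or CDDO-Me, with 5 mice in each of the 6 groups and 1 mRNA library per mouse. The C151S mice carry a Keap1 allele in which the reactive cysteine is replaced by serine. The authors aligned the paired-end reads to the mouse genome with STAR and deposited the raw counts per gene, without normalization. Between 23667068 and 42073169 counts fell on genes per library, with a median of 33229925. The table lists 55335 genes, and a gene with 3 counts or fewer in a library was taken as being at the floor of detection there. Counting error and differences between mice both enter the SD values given with each mean. Counts were normalized with edgeR's trimmed mean of M values and are given as CPM, scaled to the library size. Treated and vehicle-treated mice were compared with edgeR's quasi-likelihood F-test on the 10 libraries concerned, and p values were adjusted by the Benjamini-Hochberg method over the genes that passed edgeR's expression filter. The paper's covariate for the date of sample isolation was not used here because its text does not give the dates.

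Nfe2l2 (ENSMUSG00000015839.6), which encodes NRF2, lies on chromosome 2 of GRCm38 from 75675513 to 75704641. In vehicle-treated mice its expression was 66.1 ± 4.15 CPM (SD, n = 5) in wild-type, 77.8 ± 7.64 CPM (SD, n = 5) in C151S, and 35.15 ± 4.54 CPM (SD, n = 5) in Nrf2-knockout mice. After CDDO-Me it was 53.5 ± 4.99, 66.5 ± 14.4, and 26.3 ± 3.17 CPM (SD, n = 5 each) in the same order. Between 825 and 1832 counts remained on the gene in each Nrf2-knockout library, so that its transcript was lower but not absent. Keap1 (ENSMUSG00000003308.15) lies on chromosome 9 from 21229730 to 21239361. Its expression in vehicle-treated mice was 55.1 ± 7.07 CPM in wild-type, 44.98 ± 6.11 CPM in C151S, and 48.0 ± 6.24 CPM in Nrf2-knockout mice (SD, n = 5 each).

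The libraries of the mutant mice fell into 2 separate sets by clock genes. Arntl (ENSMUSG00000055116.8, chromosome 7, 113207465 to 113314126), singled out after its values were seen, ranged from -1.15 to 0.90 log2 CPM in 11 libraries and from 2.52 to 4.79 log2 CPM in the others. The low set held 5 of 10 C151S libraries (2 from vehicle-treated and 3 from CDDO-Me-treated mice) and 6 of 10 Nrf2-knockout libraries (3 and 3), and 0 wild-type libraries. Comparisons within the mutant genotypes are therefore also given within each set where they bear on a result, and comparisons with wild-type mice, which lie in the high set alone, also carry the difference between the sets.

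**Figure D1:**
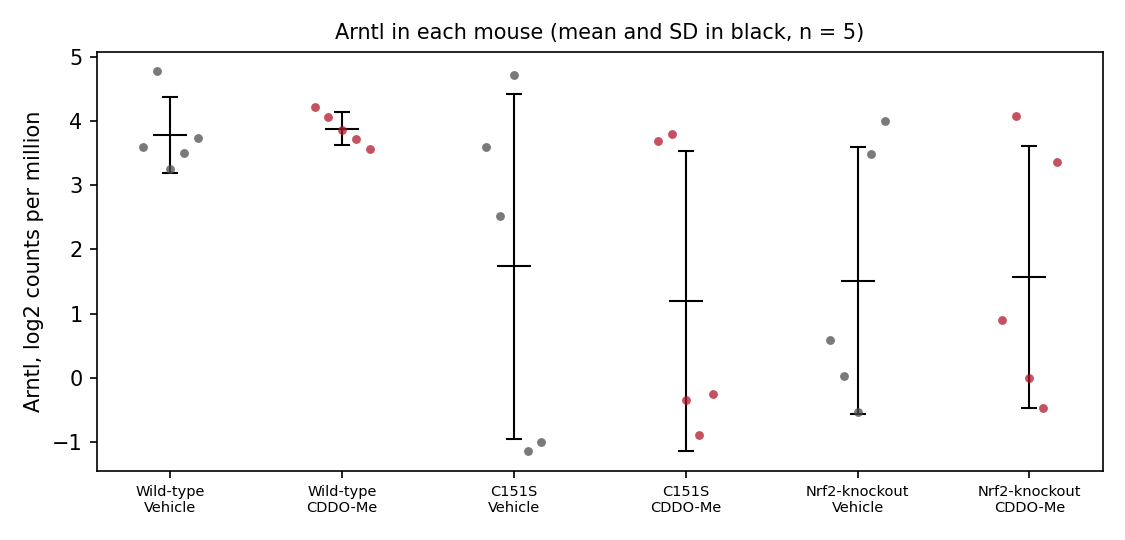
Arntl expression in each of the 30 mice, in log2 CPM, by genotype and treatment; black bars give the mean and SD of each group (n = 5). The 10 wild-type mice all lie at or above 2.52, whereas 5 C151S and 6 Nrf2-knockout mice lie at or below 0.90.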

RNA-seq was performed in the livers of the mice treated with one dose of CDDO-Me (30 µmol/kg) in wild-type, C151S, and *Nrf2*-knockout mice. 

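Of 13697 genes tested in wild-type mice, 377 passed a false discovery rate of 0.05 and an absolute log2 fold change of 0.5, of which 227 were higher and 150 lower after CDDO-Me. The quasi-likelihood fit of all 30 libraries, with 1 dispersion estimate for the 6 groups, moved this count most among the alternatives, to 147 DEGs. With each mouse left out in turn, between 265 and 493 genes passed. Nqo1 (ENSMUSG00000003849.8) lies on chromosome 8 of GRCm38 from 107388225 to 107403206 and encodes an NAD(P)H quinone reductase. Its log2 fold change was 3.16 (SE 0.28, adjusted p = 3.9e-05 from edgeR's quasi-likelihood test), although replicate 5 of the CDDO-Me-treated mice lay far above the other 4. Gstm1 (ENSMUSG00000058135.12, chromosome 3, 108012255 to 108017973) encodes a glutathione S-transferase and changed by a log2 fold change of 2.42 (SE 0.16, adjusted p = 5.1e-06, edgeR). Its close relatives lie beside it, and only reads that STAR placed at a single position were counted. Gpx2 (ENSMUSG00000042808.8, chromosome 12, 76792333 to 76795554) had between 1 and 3 counts in every vehicle-treated wild-type mouse and between 14 and 45 counts after CDDO-Me. Set against the highest CPM that 3 counts represent in a vehicle library, 0.132, its mean after CDDO-Me was at least 6.42-fold higher (adjusted p = 3.6e-04, edgeR). Cbr3 (ENSMUSG00000022947.8, chromosome 16, 93683215 to 93690990), a carbonyl reductase, showed a log2 fold change of 5.24 (SE 0.31, adjusted p = 3.6e-06, edgeR). The DEGs with the lowest p among those that rose were Gstm4, Blvrb, Cbr3, Gm18635, and Gm12498, with log2 fold changes from 1.29 to 5.24.

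Among the genes that fell, Lama3 (ENSMUSG00000024421.16, chromosome 18, 12333819 to 12583013) went from 7.92 ± 1.00 CPM with vehicle to 3.91 ± 0.154 CPM with CDDO-Me (SD, n = 5 each), a log2 fold change of -1.03. Selenbp2 (ENSMUSG00000068877.12, chromosome 3, 94693556 to 94704413) went from 508 ± 228 to 106 ± 30.4 CPM (SD, n = 5 each), a log2 fold change of -2.27. Ccna2 (ENSMUSG00000027715.9, chromosome 3, 36564865 to 36572150) went from 1.11 ± 0.200 to 0.363 ± 0.057 CPM (SD, n = 5 each), with between 9 and 43 counts per library and replicate 5 of the CDDO-Me-treated mice above the other 4. For Elovl3 (ENSMUSG00000038754.5, chromosome 19, 46131897 to 46135694) the means were 307 ± 79.9 and 78.0 ± 42.3 CPM (SD, n = 5 each), a log2 fold change of -1.99. The largest adjusted p of these 4 genes in edgeR's test was 0.00415, for Elovl3. Each of these 8 genes was called in all 10 fits that left out 1 mouse. In the fit of all 30 libraries Selenbp2 and Elovl3 were not called, with adjusted p values of 0.0877 and 0.349 (edgeR). Gm32063, Hsd3b5, Mlxipl, and Uox followed Lama3 as the downregulated DEGs with the lowest p, with log2 fold changes from -2.01 to -0.63.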

In wild-type mice, 361 genes were shown to be statistically significantly differentially expressed genes (DEGs) between vehicle and CDDO-Me treatment (filtering criteria: FDR <0.05, absolute logFC ≥0.5), of which 222 were upregulated DEGs including well known NRF2 target genes such as *Nqo1*, *Gstm1*, *Gpx2*, and *Cbr3*, and 139 downregulated DEGs including genes reported as NRF2 targets or genes associated with NRF2 signaling, such as *Lama3*, *Selebp2*, *Ccna2*, and *Elovl3* (Fig. 5A). 

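Of 14128 genes tested in C151S mice, 13 passed the same thresholds, 2 higher and 11 lower after CDDO-Me, and 1942 had an unadjusted p under 0.05. The count was 100 with DESeq2 and 0 with 1 surrogate variable in the model, the largest moves in each direction. With each mouse left out in turn it ranged from 0 to 22. Gm42031 (ENSMUSG00000110386.1, chromosome 8, 85125872 to 85132289), a long noncoding RNA, went from 0.366 ± 0.243 CPM with vehicle to 11.4 ± 7.18 CPM with CDDO-Me (SD, n = 5 each; log2 fold change 4.95, adjusted p = 0.038, edgeR). Plcd3 (ENSMUSG00000020937.14, chromosome 11, 103070304 to 103101658) went from 0.317 ± 0.0327 to 2.17 ± 1.13 CPM (SD, n = 5 each; log2 fold change 2.76, adjusted p = 0.040, edgeR). In both genes replicate 1 of the CDDO-Me-treated mice lay apart from the others, with 54 counts of Gm42031 and 16 counts of Plcd3 against at least 301 and 75 in the other mice. The DEGs that fell with the lowest p were Cdc20 (ENSMUSG00000006398.15, log2 fold change -2.89), Ccnb2 (ENSMUSG00000032218.7, -1.61), Prc1 (ENSMUSG00000038943.16, -2.68), Pbk (ENSMUSG00000022033.9, -2.85), and Knstrn (ENSMUSG00000027331.15, -1.49), with adjusted p from 0.0323 to 0.0399 (edgeR). These genes of dividing cells were expressed at low levels. Cdc20, for example, went from 2.17 ± 0.736 to 0.290 ± 0.130 CPM (SD, n = 5 each). Of the other genes labelled in Fig. 5B, Mki67 and Top2a were also lower, with log2 fold changes of -2.23 and -2.16 (adjusted p = 0.040 for each, edgeR). Zfp791, Mt2, and Gm4316 had log2 fold changes of 1.97, 3.66, and 2.30 but adjusted p values of 0.130, 0.223, and 0.196 (edgeR). Of the 13 genes, 4 were among the wild-type DEGs, each with the same direction. With the clock-gene set of each library as a covariate, chosen after the data were seen, 4 genes passed.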

In C151S mice, only 14 genes were identified as DEGs between vehicle and CDDO-Me, of which five were upregulated, and nine were downregulated DEGs (Fig. 5B). In *Nrf2*-knockout mice, *Fos* was the only gene indicated as an upregulated DEG but was not identified as such in wild-type and C151S mouse liver (Fig. 5C). Thus, all of the DEGs induced or repressed by CDDO-Me in wild-type mice appear to be regulated in a *Nrf2*-dependent matter as little to no change in their expression levels were observed following treatment of C151S or *Nrf2*-knockout mice with CDDO-Me.

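Of 14474 genes tested in Nrf2-knockout mice, 0 passed the thresholds and 1136 had an unadjusted p under 0.05. In this comparison vehicle-treated and CDDO-Me-treated mice with the same number resembled each other, with a mean correlation of 0.177 between their residuals over the 2000 genes examined against -0.0436 between other mice, and the fit with the replicate block also gave 0 DEGs. DESeq2 gave 55 DEGs, the alternative with the largest change. Fos (ENSMUSG00000021250.13) lies on chromosome 12 of GRCm38 from 85473890 to 85477273 and encodes a subunit of the AP-1 transcription factor. In Nrf2-knockout mice it went from 2.85 ± 3.77 CPM with vehicle to 13.5 ± 7.54 CPM with CDDO-Me (SD, n = 5 each), a log2 fold change of 2.26 (SE 0.70, adjusted p = 0.547, edgeR), and no alternative brought its adjusted p below 0.222 (the lowest over the alternatives). In wild-type mice it was 9.90 ± 7.68 and 30.6 ± 40.5 CPM, and in C151S mice 26.3 ± 26.7 and 14.6 ± 10.3 CPM (SD, n = 5 each). Its counts ranged from 13 to 2521 among wild-type mice treated with CDDO-Me. The difference between the Nrf2-knockout and the wild-type response of Fos, tested in 1 model of all groups, was a log2 value of -0.65 for wild-type minus Nrf2-knockout (SE 1.53, adjusted p = 0.979, edgeR).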

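The wild-type DEGs were followed into the mutant mice, whose libraries took no part in choosing them. Of the upregulated DEGs, 220 were tested in C151S mice, where their median log2 fold change was 0.10 (SD between mice 0.094) against 0.85 in wild-type mice, and 0 of them were called. In Nrf2-knockout mice the median was 0.13 over 214 genes (SD between mice 0.022) against 0.83 in wild-type mice, and again 0 were called. Each SD between mice is over the CDDO-Me-treated mice, set against the vehicle mean, and leaves out the spread of the vehicle-treated mice. For the upregulated genes, single vehicle-treated Nrf2-knockout mice ran from -0.037 to 0.089. The medians of the downregulated DEGs stayed further from 0. They were -0.55 over 147 genes in C151S mice (SD between mice 0.255), against -0.90 in wild-type mice, and -0.39 over 148 genes in Nrf2-knockout mice (SD between mice 0.297), against -0.91. In C151S mice 128 of the 147 genes fell and 4 of them were called, and in Nrf2-knockout mice 128 of the 148 fell and 0 were called. Within the high and the low set of Arntl libraries, the median of the downregulated genes was -0.68 and -0.40 in C151S mice and -0.56 and -0.27 in Nrf2-knockout mice. Without regard to direction, 108 of the 367 wild-type DEGs tested in C151S mice and 73 of the 362 tested in Nrf2-knockout mice had an unadjusted p under 0.05. Adjusted over this list alone, 44 and 1 of them passed a false discovery rate of 0.05. The 44 were 15 upregulated and 29 downregulated genes, and the 1 was downregulated.

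The difference between the responses was tested directly in a model of the 30 libraries with a mean for each group. The response of wild-type mice differed from that of C151S mice in 72 of 15010 genes and from that of Nrf2-knockout mice in 40 genes (false discovery rate under 0.05, edgeR). Of the 377 wild-type DEGs, 59 were among the 72 genes, 53 of them upregulated and 6 downregulated in wild-type mice, and 36 were among the 40 genes, 35 upregulated and 1 downregulated. Adjusted over the 377 DEGs alone, which the wild-type libraries chose, 119 passed against C151S mice (106 upregulated and 13 downregulated) and 132 against Nrf2-knockout mice (113 and 19). For Srxn1 (ENSMUSG00000032802.8, chromosome 2, 152105516 to 152111376), the wild-type response exceeded that of C151S mice by 2.29 on the log2 scale (SE 0.19, adjusted p = 1.8e-08, edgeR). For Nqo1 the difference from C151S mice was 3.09 (SE 0.31) and that from Nrf2-knockout mice 2.78 (SE 0.33). For Elovl3, whose wild-type fold change is large, neither difference passed the threshold (-0.32, SE 1.08, and 0.02, SE 1.07). The fit of all 30 libraries did not call Elovl3 in wild-type mice either, so this gene cannot show whether the responses differ. From the lack of change in C151S and Nrf2-knockout mice, the paper concludes that the genes induced or repressed by CDDO-Me in wild-type mice appear to depend on NRF2.

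**Figure D2:**
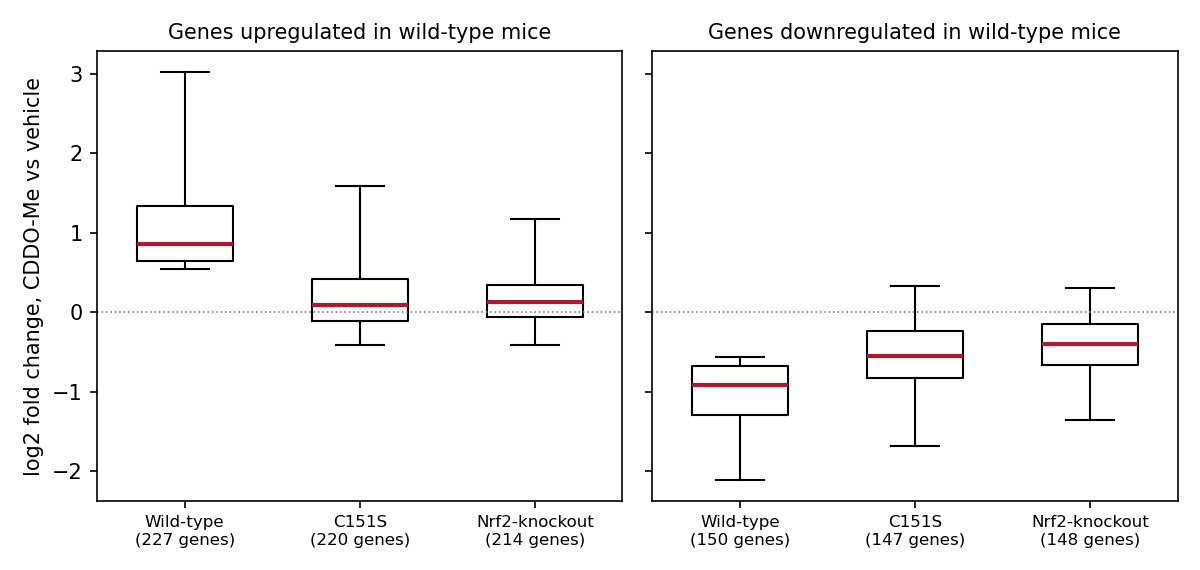
Log2 fold change between CDDO-Me and vehicle in each genotype, for the genes upregulated (left) and downregulated (right) in wild-type mice. Boxes span the quartiles, whiskers the 5th to 95th percentile, and red lines the median, which in the mutant mice was 0.10 and 0.13 for the upregulated and -0.55 and -0.39 for the downregulated genes.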

**Fig. 5.**
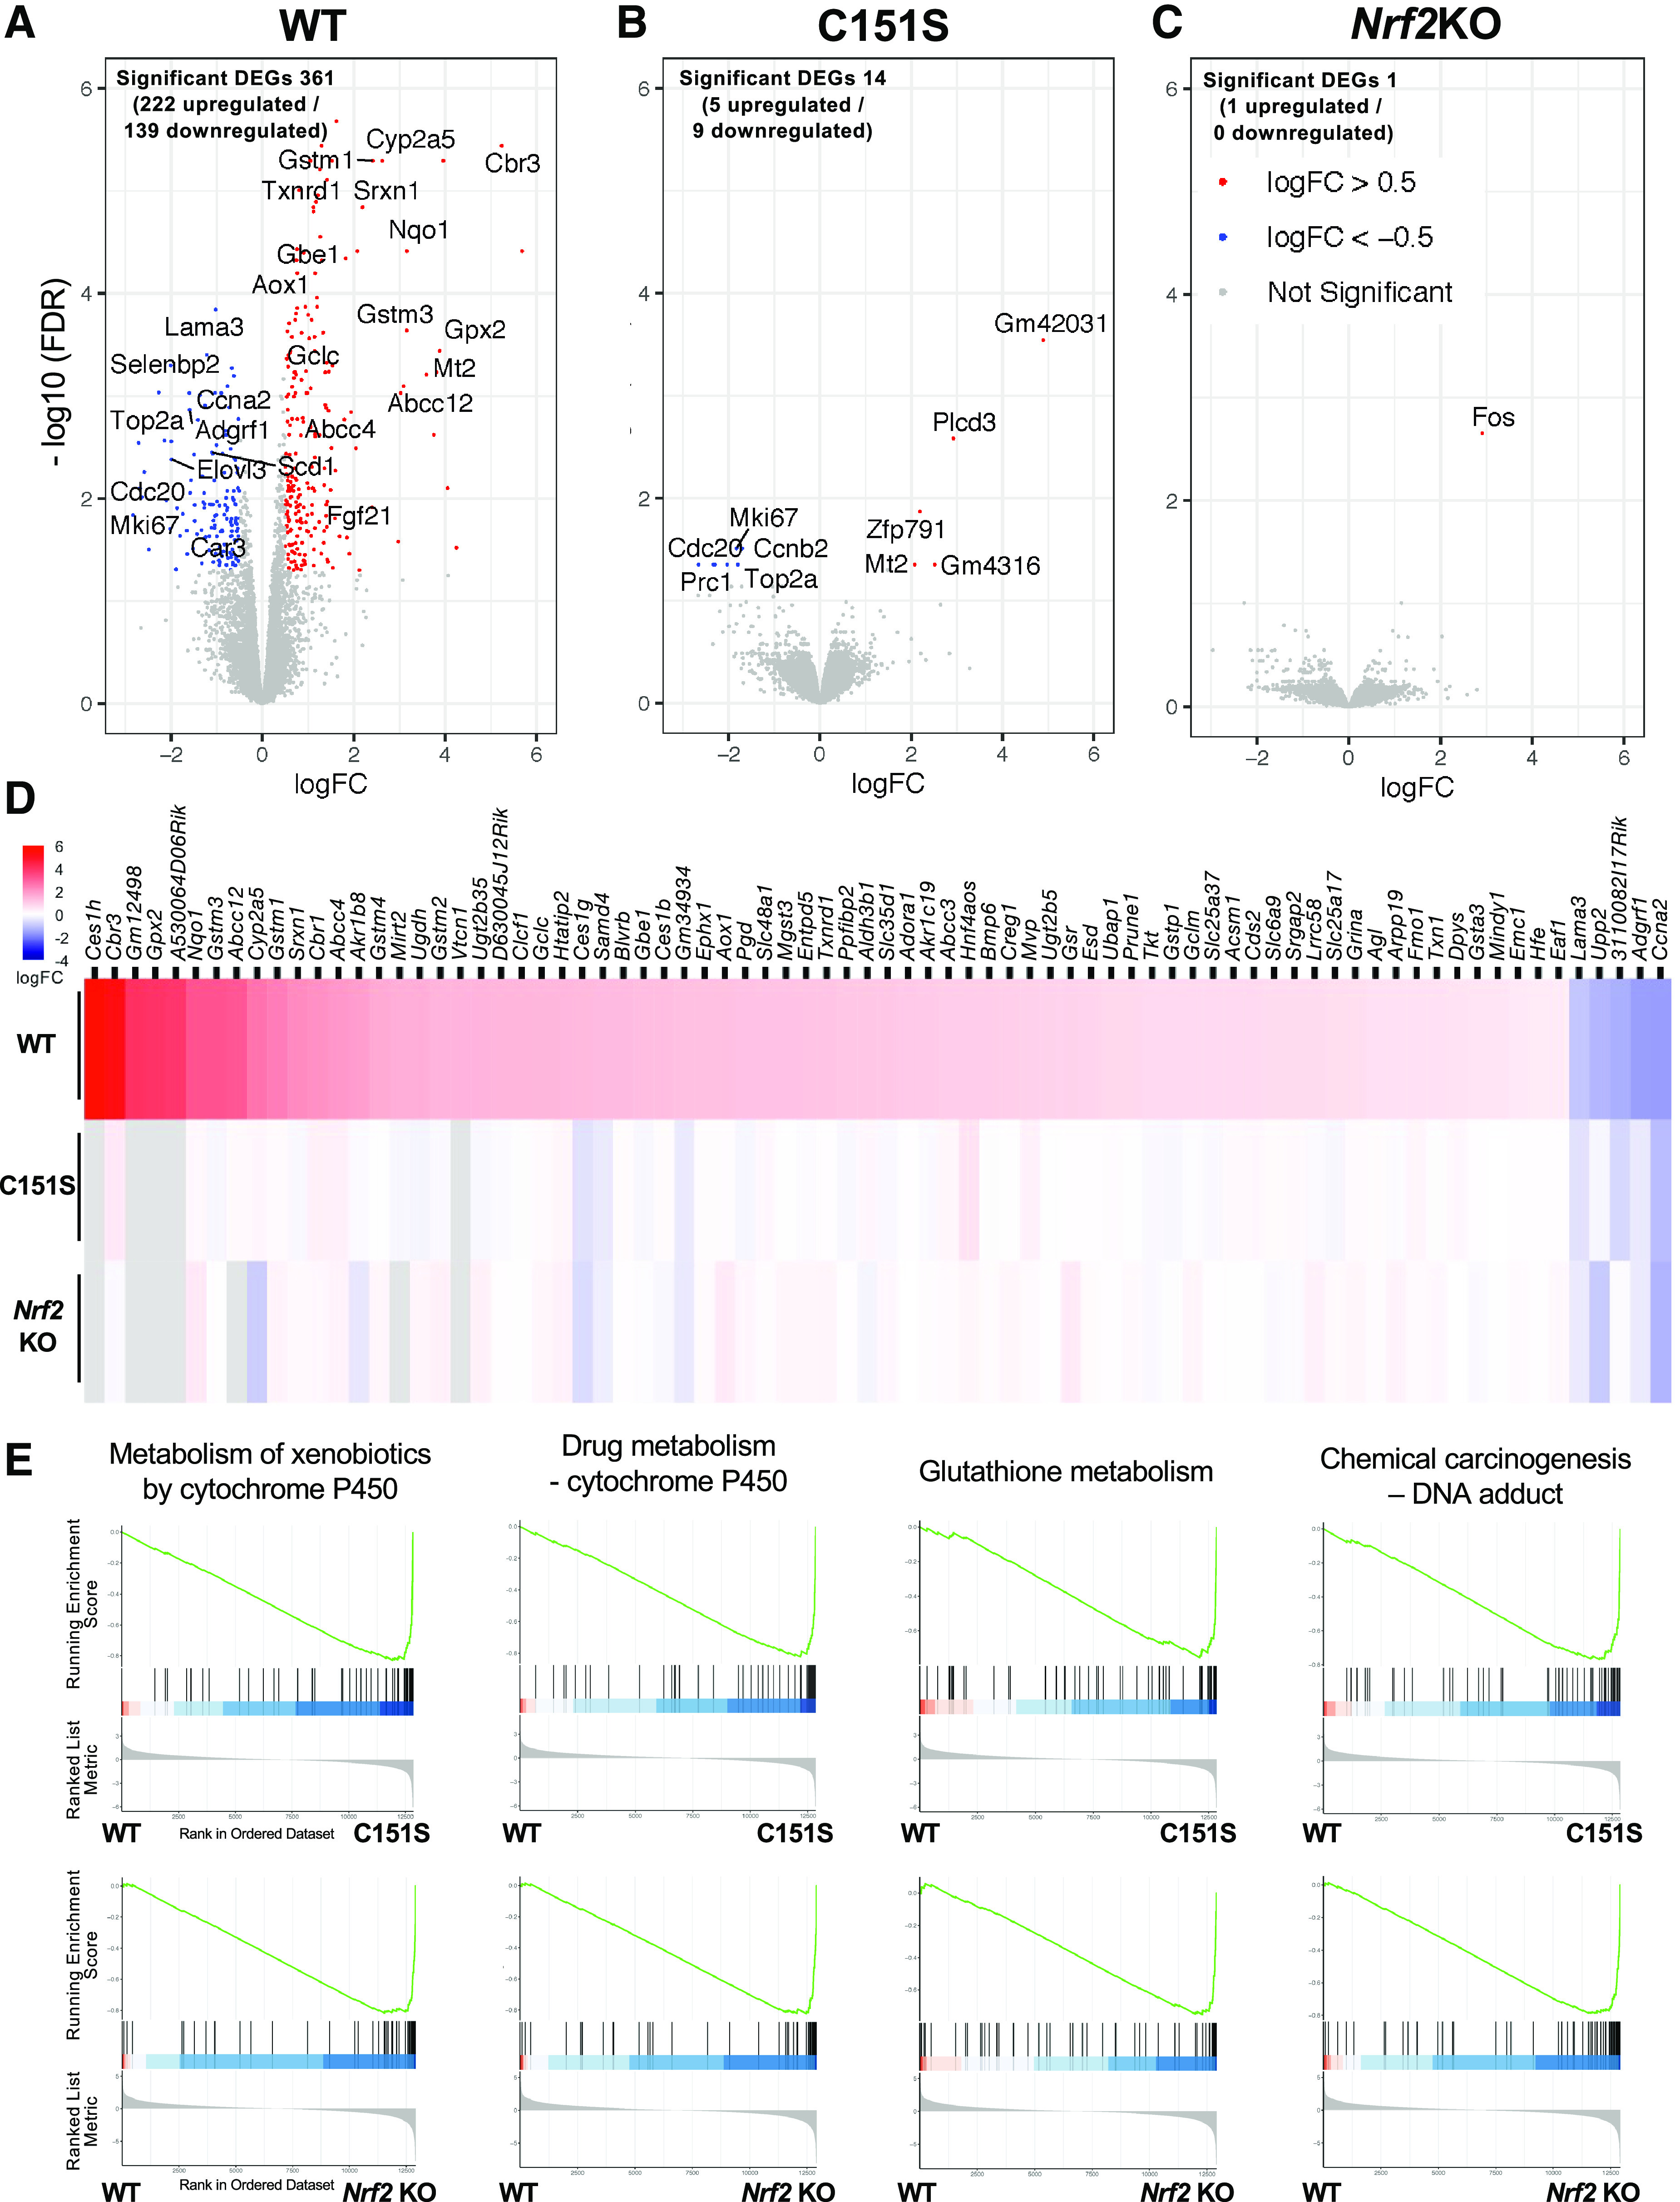
A point mutation at C151 of KEAP1 abrogates the global expression profile of Nrf2-dependent genes induced by CDDO-Me in mouse liver. (A–C) Volcano plot showing DEGs in the livers of wild-type (WT) (A), C151S (B), and *Nrf2*-knockout (KO) (C) mice. DEGs were determined by comparative analysis between vehicle-treated and CDDO-Me–treated mice (CDDO-Me 30 µmol/kg, single dose, oral, *n* = 5 for each treatment/genotype). Significance was determined by requiring Benjamini-Hochberg controlled false discovery rate of 5% (FDR <0.05) and a fold change of at least 1.4 (|log_2_FC| > 0.5). Red dots represent statistically significantly upregulated DEGs, blue dots represent downregulated DEGs, and gray dots represent genes with unchanged expression. (D) Heatmap illustrating DEGs in wild-type, C151S, and *Nrf2*KO mice. Listed genes are NRF2-dependent DEGs induced by CDDO-Me in wild-type mice, which were determined by screening the common DEGs between WT-vehicle versus WT-CDDO-Me and WT-CDDO-Me versus *Nrf2*KO-CDDO-Me. Cutoff of FDR <0.01 was applied, resulting in 78 genes shown in the list. Gray color indicates a nondetectable expression level. (E) Enrichment plots (Kyoto Encyclopedia of Genes and Genomes) comparing WT-CDDO-Me versus C151S-CDDO-Me and WT-CDDO-Me versus *Nrf2*KO-CDDO-Me are shown with the gene set classifications of “Metabolism of xenobiotics by cytochrome P450”, “Drug metabolism – cytochrome P450”, “Glutathione metabolism”, “Chemical carcinogenesis – DNA adduct” pathways.

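Between CDDO-Me-treated wild-type and CDDO-Me-treated Nrf2-knockout mice, 1315 of 13935 genes tested passed the thresholds of 0.05 and 0.5, 676 higher and 639 lower in wild-type mice. Of the 377 genes called in the wild-type treatment comparison, 198 were also called here and 192 of these had the same direction. Both comparisons use the CDDO-Me-treated wild-type libraries, so that an error in these 5 libraries enters both sides of the overlap. The genes with the lowest p that were higher in wild-type mice were Gm18635, Ces1b, Aox1, Gstm2-ps1, and Gm34934, with log2 differences from 2.78 to 5.83. Aox1 (ENSMUSG00000063558.4, chromosome 1, 58029931 to 58106413) was at 360 ± 54.4 CPM in wild-type and 22.7 ± 2.84 CPM in Nrf2-knockout mice (SD, n = 5 each). Ces1b (ENSMUSG00000078964.2, chromosome 8, 93056728 to 93080017) was at 246 ± 29.03 and 10.6 ± 2.03 CPM (SD, n = 5 each). Gm18635 and Gstm2-ps1 are pseudogenes, so that reads from the genes they resemble can be counted on them. The genes with the lowest p that were lower in wild-type mice were Gm3608, Cyp4a31, Igf2bp3, Tomm40l, and Bco1, with log2 differences from -6.16 to -1.59.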

To narrow down the global gene expression profile, the common DEGs observed between vehicle-treated wild-type mice and CDDO-Me-treated wild-type mice and CDDO-Me–treated wild-type mice and CDDO-Me–treated *Nrf2*-knockout mice were screened and determined as CDDO-Me–induced, NRF2-dependent DEGs. As shown in Fig. 5D (FDR <0.01), C151S shares few if any of the most robust DEGs with wild-type after CDDO-Me treatment. 

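All 78 genes named in the heatmap of Fig. 5D were matched to the table of counts. In wild-type mice 75 of them were called at a false discovery rate of 0.05, and in the comparison of CDDO-Me-treated wild-type with Nrf2-knockout mice all 78 were. At a false discovery rate of 0.01 in both comparisons 107 genes were in common, 103 higher and 4 lower after CDDO-Me, and 71 of the 78 were among them. In the fit of all 30 libraries the number in common was 69. The list is the paper's own choice from these libraries, so that its wild-type values show no stability. In C151S mice 73 of the 78 genes were tested and 0 were called over all genes, and 8 had an unadjusted p under 0.05. Their median log2 fold change was 0.00, with values from -1.51 to 0.52, and 37 were higher and 36 lower. Adjusted over the 73 genes alone, 2 passed a false discovery rate of 0.05. The median in wild-type mice was 1.05, with values from -1.61 to 5.68. Of the 107 genes in common here, 102 were tested in C151S mice, where 0 were called, 10 had an unadjusted p under 0.05, and the median was -0.01.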

C151S and *Nrf2*-knockout mice showed remarkably similar gene expression profiles. 

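In Nrf2-knockout mice 71 of the 78 genes of Fig. 5D were tested and 0 were called, with 8 at an unadjusted p under 0.05 and a median log2 fold change of 0.09 (values from -0.92 to 0.37). The responses of C151S and Nrf2-knockout mice to CDDO-Me differed in 2 of 15010 genes, Gm42031 and Plcd3, both higher in C151S mice, and 739 genes had an unadjusted p under 0.05 in this test. The difference was 4.32 on the log2 scale for Gm42031 (SE 0.75, adjusted p = 0.0252) and 3.33 for Plcd3 (SE 0.52, adjusted p = 0.0105, edgeR for both). With at least 10 counts required in every library, neither gene was tested and 0 genes differed. Compared directly, vehicle-treated C151S and Nrf2-knockout mice differed in 50 of 14323 genes, 44 of them higher in C151S mice. After CDDO-Me they differed in 23 of 14186 genes, 18 of them higher in C151S mice. These 2 direct comparisons were added after the other results had been seen.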

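With a false discovery rate under 0.05 and an absolute log2 fold change of at least 0.5 in both comparisons, 192 genes were in common, 143 higher and 49 lower in wild-type mice after CDDO-Me. Among the alternatives this number ranged from 120, in the fit of all 30 libraries, to 276, without the threshold on the fold change. The median log2 fold change was 0.89 for the upregulated and -0.92 for the downregulated genes in wild-type mice. In C151S mice 185 of the 192 were tested, 2 were called, 37 had an unadjusted p under 0.05, and 14 passed when adjusted over this list alone. Of the 14, 12 were among the 49 downregulated genes. Of these 49 genes 44 fell in C151S mice, with a median of -0.50, whereas 68 of 136 upregulated genes rose, with a median of 0.00. In Nrf2-knockout mice 179 were tested, 0 were called, 22 had an unadjusted p under 0.05, and 0 passed when adjusted over the list. There 41 of the 49 downregulated genes fell, with a median of -0.28, and 75 of 130 upregulated genes rose, with a median of 0.06.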

A cluster analysis was performed by targeting a larger number of genes determined as CDDO-Me–induced, NRF2-dependent DEGs (a total of 350 genes; FDR <0.05, logFC ≥0.5), verifying the marked similarity of profile in inducible gene expression between C151S and *Nrf2*-knockout, which was distinct from wild type (data not shown). Subsequently, qPCR analysis was performed to validate key DEGs identified by RNA-seq. To examine dose-dependent effects on the expression of these genes, the livers from mice treated with repeated doses of CDDO-Me (a total of three doses) were examined together with single-dosed mouse livers, as were used for RNA-seq. Herein, well known NRF2 target genes (i.e., *Nqo1*, *Gstm1*, *Gpx2*, *Srxn1*, *Crb3*), which were also identified as DEGs in wild-type mice, were examined. 

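RNA-seq values of these genes after the single dose were as follows. Nqo1 was expressed at 7.20 ± 2.38 CPM in vehicle-treated and 64.4 ± 25.0 CPM in CDDO-Me-treated wild-type mice (SD, n = 5 each). In C151S mice it was at 6.70 ± 0.386 and 7.05 ± 1.04 CPM, and in Nrf2-knockout mice at 1.96 ± 0.521 and 2.55 ± 0.612 CPM (SD, n = 5 each). Gstm1 was at 2007 ± 443 and 10770 ± 1682 CPM in wild-type, at 1342 ± 168 and 1333 ± 499 CPM in C151S, and at 321 ± 50.95 and 355 ± 75.7 CPM in Nrf2-knockout mice (SD, n = 5 each). The sign of its C151S log2 fold change of -0.02 (SE 0.24) was reversed with 1 surrogate variable in the model, to 0.05. Gpx2 had at most 3 counts in each library of the C151S and Nrf2-knockout mice, which is at or under the floor of detection, so that no fold is given for it. Srxn1 was at 56.6 ± 7.76 and 259 ± 74.1 CPM in wild-type, at 37.95 ± 3.13 and 35.6 ± 3.29 CPM in C151S, and at 28.9 ± 1.38 and 32.2 ± 5.10 CPM in Nrf2-knockout mice (SD, n = 5 each). Its wild-type log2 fold change was 2.19 (SE 0.17, adjusted p = 1.4e-05, edgeR). Cbr3 was at 0.564 ± 0.242 and 21.7 ± 8.18 CPM in wild-type, at 0.385 ± 0.0986 and 0.513 ± 0.113 CPM in C151S, and at 0.343 ± 0.133 and 0.330 ± 0.0614 CPM in Nrf2-knockout mice (SD, n = 5 each). In the mutant mice the log2 fold change of Cbr3 was 0.40 (SE 0.26, adjusted p = 0.480, edgeR) in C151S and -0.08 (SE 0.33, adjusted p = 0.962, edgeR) in Nrf2-knockout mice, with between 4 and 25 counts per library. The wild-type response of Cbr3 exceeded that of C151S mice by 4.84 and that of Nrf2-knockout mice by 5.33 on the log2 scale (adjusted p = 1.8e-08 and 6.7e-09, edgeR). For Gpx2 the corresponding tests did not pass (adjusted p = 0.510 and 0.261, edgeR).

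**Figure D3:**
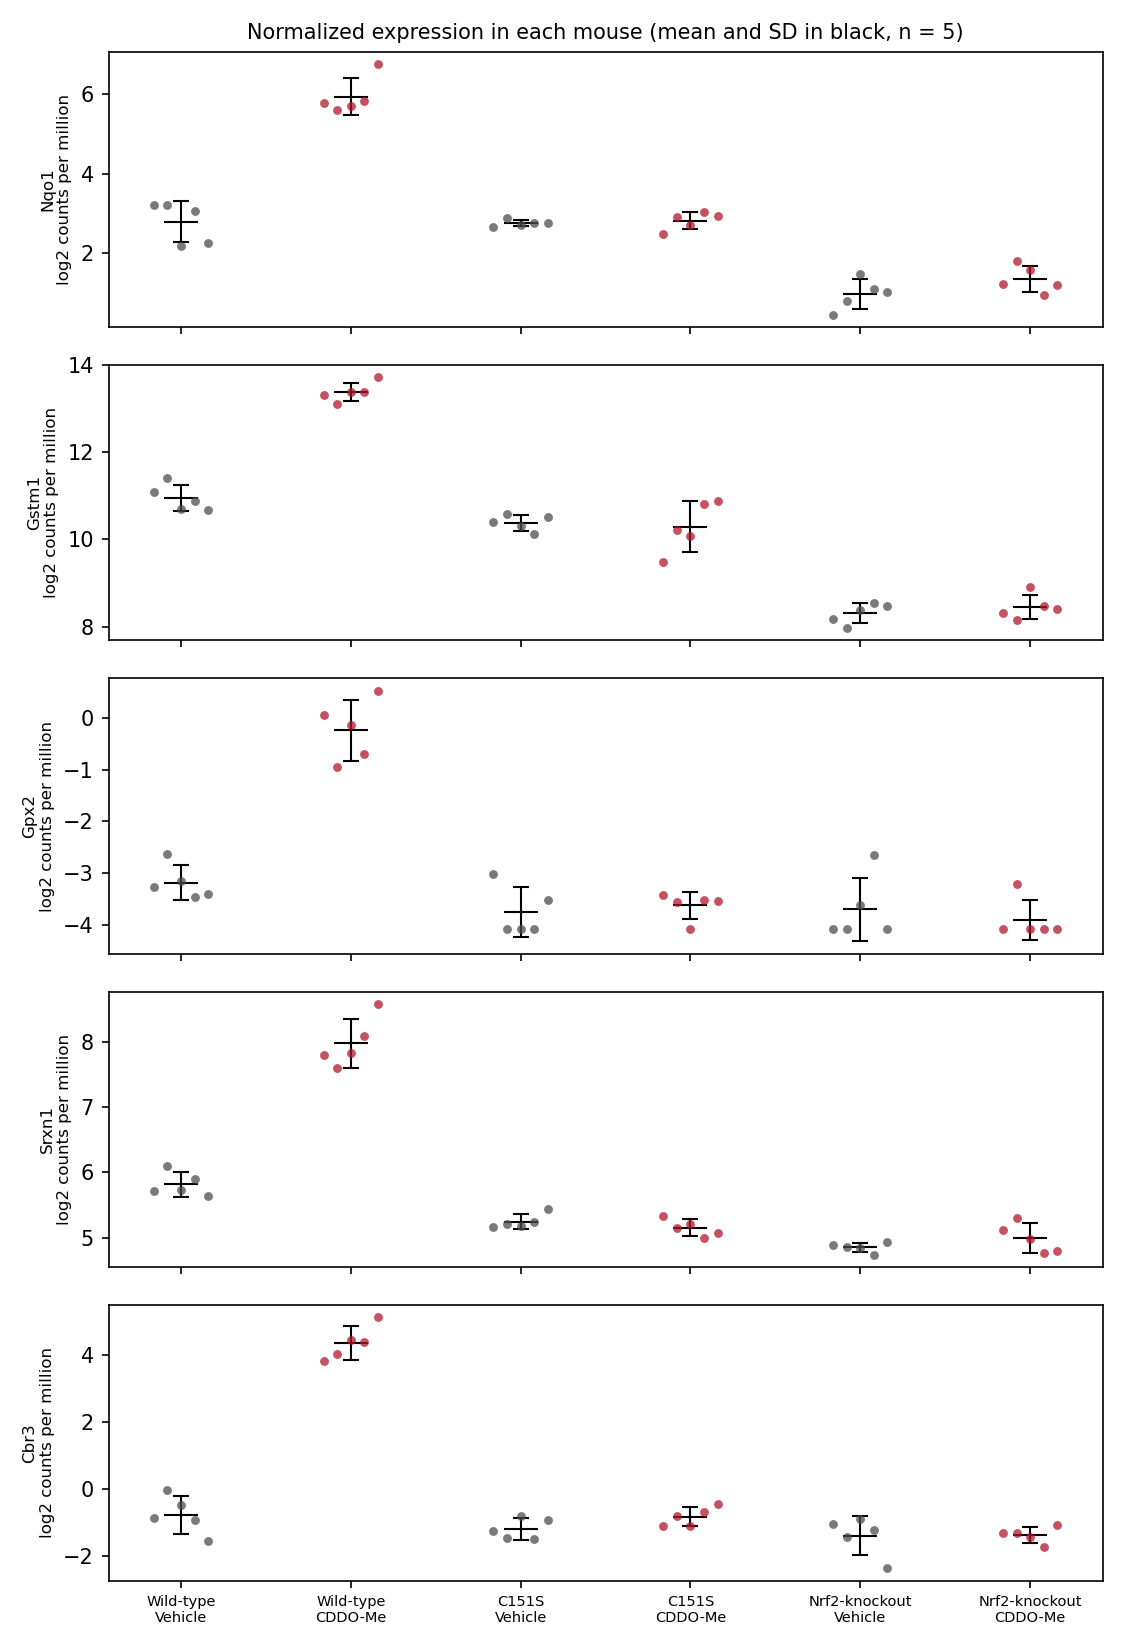
Expression of Nqo1, Gstm1, Gpx2, Srxn1, and Cbr3 in each mouse, in log2 CPM (prior count 2), by genotype and treatment; black bars give the mean and SD (n = 5). In each panel the 5 CDDO-Me-treated wild-type mice lie above all 25 other mice.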

In wild-type mice, all genes showed higher expression in liver from CDDO-Me–treated as compared with vehicle-treated mice [3.5- (*Gstm1*) to 43.7-fold (*Crb3*) with single dose, all *P* < 0.05]. However, after Bonferroni correction for 30 multiple comparisons, only Nqo1 (one and three doses) was statistically significant (*P* < 0.00167). The induction level of *Nqo1*, *Gstm1*, and *Srxn1* by CDDO-Me was comparable between single and repeated doses, whereas *Gpx2* and *Crb3* showed a higher increase in the mice treated with repeated doses than a single dose (Table 2). In C151S and *Nrf2*-knockout mice, both single and repeated doses of CDDO-Me did not show induction of gene expression in examined genes. Although *Cbr3* showed an exceedingly modest (less than twofold, *P* < 0.05) elevation in its expression in *Nrf2*-knockout when repeated doses of CDDO-Me were administrated, the induced expression of *Cbr3* in *Nrf2*-knockout was approximately half of its basal expression in wild-type. In C151S mice, all examined genes showed lower expression in single-dosed vehicle mice as compared with wild type, a trend that was clearer in *Nrf2*-knockout mice.

**TABLE 2:** Fold induction of known NRF2 target gene transcripts in liver of wild-type, *Keap1* C151S mutant, and *Nrf2*-knockout (KO) mice following one or three doses of vehicle or 30 µmol/kg CDDO-Me

		*Nqo1*		*Gstm1*		*Gpx2*		*Srnx1*		*Cbr3*	
		1 Dose	3 Doses	1 Dose	3 Doses	1 Dose	3 Doses	1 Dose	3 Doses	1 Dose	3 Doses
Wild-type	Vehicle	1 ± 0.48*^a^*	1 ± 0.36	1 ± 0.15	1 ± 0.41	1 ± 0.26	1 ± 0.24	1 ± 0.14	1 ± 0.37	1 ± 0.10	1 ± 0.47
	CDDO-Me	7.93 ± 1.25*^b^*	7.06 ± 1.20*^b^*	3.49 ± 1.23*^b^*	3.25 ± 0.67*^b^*	4.54 ± 0.64*^b^*	13.09 ± 3.71*^b^*	4.59 ± 1.37*^b^*	3.04 ± 0.79*^b^*	43.70 ± 13.72*^b^*	69.50 ± 30.57*^b^*
C151S	Vehicle	0.56 ± 0.05	0.68 ± 0.43	0.42 ± 0.20	1.1 ± 1.10	0.59 ± 0.08	0.99 ± 0.50	0.32 ± 0.08	1.05 ± 0.88	0.53 ± 0.16	1.05 ± 0.99
	CDDO-Me	0.62 ± 0.11	0.55 ± 0.44	0.31 ± 0.11	0.42 ± 0.20	0.60 ± 0.17	0.60 ± 0.22	0.41 ± 0.20	1.14 ± 0.31	0.60 ± 0.10	0.70 ± 0.13
*NRF2*KO	Vehicle	0.07 ± 0.03	0.11 ± 0.02	0.07 ± 0.02	0.16 ± 0.02	0.46 ± 0.16	0.38 ± 0.09	0.17 ± 0.02	0.31 ± 0.11	0.18 ± 0.04	0.30 ± 0.08
	CDDO-Me	0.14 ± 0.07	0.11 ± 0.04	0.05 ± 0.01	0.11 ± 0.42	0.42 ± 0.04	0.39 ± 0.06	0.37 ± 0.18	0.26 ± 0.09	0.33 ± 0.19	0.52 ± 0.09*^b^*

*^a^*All values for gene expression levels are shown as mean ± S.D. (N = 3).

^b^*P* < 0.05 using *t* test. After controlling for 30 multiple comparisons with Bonferroni correction, only *Nqo1* (one and three doses) reached statistical significance (*P* < 0.00167).

To investigate whether a point mutation on C151 of KEAP1 affects NRF2 signature pathways with respect to CDDO-Me, the top four pathways found in the Kyoto Encyclopedia of Genes and Genomes database were directly compared between genotypes based on gene set enrichment analysis. 

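Between CDDO-Me-treated wild-type and CDDO-Me-treated C151S mice, 692 of 13844 genes passed the thresholds, 388 higher and 304 lower in wild-type mice. Mice with the same number resembled each other in this comparison (mean correlation of residuals 0.145), and the fit with the replicate block gave 827 DEGs. Gstm4 (ENSMUSG00000027890.17, chromosome 3, 108040408 to 108044894) had the lowest p among the genes higher in wild-type mice, at 300.4 ± 25.3 against 52.6 ± 7.12 CPM (SD, n = 5 each), and was followed by Cbr3, Srxn1, Pgd, and Gm18635.

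Genes were ranked by the negative log2 of the adjusted p with the sign of the fold change, as the paper did, and tested with fgsea against sets of 15 to 500 genes of the Reactome collection. The lists of the Kyoto Encyclopedia of Genes and Genomes were not used here, and the 4 Reactome sets closest in subject stand in their place. A positive normalized enrichment score (NES) means higher expression in wild-type mice. Against C151S mice the NES of Biological oxidations was 2.43 (146 genes tested, adjusted p = 1.1e-11 over 673 sets), that of Phase II conjugation 2.74 (60 genes, adjusted p = 6.7e-13), and that of Glutathione conjugation 2.60 (25 genes, adjusted p = 4.5e-11). Against Nrf2-knockout mice the 3 scores were 2.44, 2.58, and 2.45 (adjusted p from 5.7e-13 to 2.1e-10 over 677 sets). With the replicate block they were 2.42, 2.62, and 2.62 against C151S mice. The set Xenobiotics (32 genes), which holds the phase I reactions of foreign compounds, did not pass against C151S mice (NES 1.24, adjusted p = 0.494; 1.34 with the replicate block) or Nrf2-knockout mice (NES 1.65, adjusted p = 0.0685). It passed against Nrf2-knockout mice with the replicate block (NES 1.88, adjusted p = 0.00898). In these tests the genes of a set are not independent replicates, and fgsea permutes genes rather than mice. Of the genes called in the treatment-matched comparison, 14 of the 25 genes of Glutathione conjugation were higher and 0 lower in wild-type than in C151S mice. Against C151S mice 26 of the 673 sets had an adjusted p under 0.05, 20 of them higher in wild-type mice. Against Nrf2-knockout mice 70 of the 677 sets did, 40 of them higher in wild-type mice. Besides the sets above, these included sets of protein synthesis with scores nearly as high, such as Eukaryotic Translation Initiation (NES 2.41, adjusted p = 1.5e-11).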

Classifications of “metabolism of xenobiotics by cytochrome P450”, “drug meta-bolism – cytochrome P450”, “glutathione metabolism”, “chemical carcinogenesis – DNA adduct” were enriched in CDDO-Me–treated wild-type mice as compared with their counterpart in C151S, which, in turn, was exceedingly similar to the profile between wild type and *Nrf2*-knockout (Fig. 5E), indicating that KEAP1 C151 has primary, if not sole, responsibility in the NRF2 pathways induced by CDDO-Me. In summary, our global transcriptomic analysis demonstrated that a point mutation at KEAP1 C151 has a profound impact on NRF2-dependent gene expression induced by CDDO-Me in mouse liver.

## Discussion

Multiple transcription factors, including NRF2, NF-*κ*B, FOXO, and p53, have prominent amino acids that are reactive toward oxidants and electrophiles to drive stress-related adaptive signaling reactions (Sies et al., 2022). Cysteine thiolate residues are often the centerpieces for these regulatory hubs. Remarkably, it is estimated that 10%–20% of the full complement of 214,000 thiols in the cellular cysteine proteome are readily oxidized under aerobic conditions (Jones, 2008). Far beyond transcription factors, this modifiable proteome includes enzymes, transporters, receptors, cytoskeletal elements, heat shock proteins, and scaffold proteins. Understanding the factors distilling this pleiotropy of reactive targets into finely tuned cellular responses is a matter of current research (Wible and Sutter, 2017; Sies and Jones, 2020; Sies et al., 2022). As discussed in *Introduction*, the NRF2-KEAP1 system is the pioneer paradigm for a physiologic thiol-based sensor-effector apparatus responding to cellular and toxic stresses and provides opportunities to probe the extent of target specificity leading to network responses and their roles in redox medicine.

There are hundreds of small molecules—natural products and synthetic compounds—that activate NRF2 signaling. Most are effective but not especially potent as they elicit responses at micromolar concentrations in cells. These agents likely interact with many accessible thiols in the proteome. Newer classes of inducers such as the oleanane triterpenoids are exceedingly potent (low nanomolar to high picomolar) and may touch few thiol targets at these bioeffective levels. However, the extent to which any of these electrophilic or oxidizing inducers rely on the NRF2 pathway exclusively for their cytoprotective actions is not clear. Nonetheless, there are several examples where the protective effects of triterpenoids administered to mice prior to toxicologic or carcinogenic challenges are profound in wild-type mice, phenocopied in *Keap1-*knockdown mice, and abrogated in *Nrf2*-knockout mice. Such findings indicate that the NRF2 pathway is sufficient for mediating adaptive responses to stress but do not rule out roles for other mechanisms in protection. Indeed, Liby et al. (2007) have posited that triterpenoids are not monofunctional drugs that uniquely target single steps in signal transduction pathways, as reflected by their profound effects on inflammation and the redox state of cells, as well as being potent antiproliferative and proapoptotic agents. Furthering the view of synthetic oleanane triterpenoids as multifunctional drugs targeting multiple disease-relevant signaling networks, the study of Yore et al. (2011) with treatment of HEK293 cells with 4 µM biotinylated triterpenoid followed by affinity purification and mass spectroscopic proteomic analysis led to the identification of 577 candidate binding proteins. Are all of these targets required for efficacy?

Results from our study indicate that activation of NRF2 signaling is a *necessary and sufficient* condition for cytoprotection in cell culture and an immune hepatitis model in mice by simple mutation of a key electrophilic target facilitating action of NRF2: cysteine 151 in the pathway repressor KEAP1. Validation of the model is shown by robust induction of the prototypical NRF2 target gene *Nqo1* in mutant C151S MEFs by non-Cys151 requiring inducers (e.g., 15Δ-PGJ_2_, CdCl_2_) but complete abrogation of response to 30 nM CDDO-Me. No nuclear translocation of Nrf2 was observed in the liver of C151S mice, unlike wild type, following treatment with CDDO-Me. No induction of *Nqo1* transcripts were observed with single or multiple doses in the mutant mice. RNA-seq analysis unequivocally demonstrated that CDDO-Me, administered as a single dose, induced a robust response in hepatic genes of the NRF2 pathway but did not occur in *Nrf2*-knockout mice nor in C151S mutant mice. 

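Genes of 13 other pathways were examined with lists written before the data were seen. The score of a panel is the mean log2 CPM of its genes in a mouse, and CDDO-Me was compared with vehicle in each genotype by an exact 2-sided permutation test over all assignments of the 10 mice to groups of 5, whose smallest possible p is 0.00794. Benjamini-Hochberg adjustment covered the 39 tests. In wild-type mice 5 panels passed, each with all 5 CDDO-Me-treated mice beyond every vehicle-treated mouse (adjusted p = 0.0387 for each, exact test). The score of genes of dividing cells fell by 1.22, from 0.187 ± 0.468 to -1.03 ± 0.234 (SD, n = 5 each), and 33 of its 33 genes were lower. That of fatty acid synthesis genes fell by 0.79, with 15 of 15 genes lower. Metallothionein genes rose by 2.26 (3 of 3 genes), genes of the NF-κB and acute phase response by 1.20 (14 of 16 genes), and targets of the aryl hydrocarbon receptor by 0.94 (4 of 5 genes, of which Nqo1 is one). In C151S mice 3 panels passed at the same adjusted p of 0.0387 (exact test). Genes of dividing cells fell by 1.56, from 0.887 ± 0.387 to -0.68 ± 0.384 (SD, n = 5 each; 32 of 33 genes lower). Metallothionein genes rose by 1.70, and genes of the unfolded protein response rose by 0.55 (15 of 16 genes). The latter score went from 5.184 ± 0.134 to 5.734 ± 0.335, against 5.728 ± 0.190 in vehicle-treated wild-type mice (SD, n = 5 each). Its rise in C151S mice thus began below the wild-type vehicle level and ended near it. Of the panels that did not pass, 2 had an unadjusted p under 0.05, that of cholesterol synthesis genes in wild-type mice, which rose by 0.60 (exact permutation p = 0.0238, adjusted p = 0.103), and the NF-κB and acute phase panel in C151S mice, which rose by 1.13 (exact permutation p = 0.0318, adjusted p = 0.124). In Nrf2-knockout mice 0 panels passed and 0 had an unadjusted p under 0.05. Their largest differences were 1.14 for metallothionein genes (exact permutation p = 0.135) and -0.83 for genes of dividing cells (exact permutation p = 0.0873). Within the high and the low set of Arntl libraries these were 2.73 and 0.08 for metallothionein genes and -0.57 and -1.01 for genes of dividing cells. The pooled metallothionein value thus averages 2 unlike sets of few mice. Same-numbered Nrf2-knockout mice resembled each other, and in 5 of 5 pairs CDDO-Me raised the scores of targets of CAR and PXR (by 0.55) and of heat shock genes (by 0.29), with p = 0.0625 for each in the paired permutation test, the smallest that 5 pairs allow. With the replicate block 0 panels can therefore pass. With limma's camera test, which compares the genes of a panel with other genes, 18 tests passed, 6 in each genotype, and they included the 8 above. In Nrf2-knockout mice genes of dividing cells passed (adjusted p = 1.5e-10, camera; lower than the vehicle mean in 4 of 5 mice). Camera took the correlation between the genes of a panel as 0.01. Genes that move together in a mouse thus count almost as separate evidence, and its p does not measure the spread between mice. Tested over mice, this panel did not pass (exact permutation p = 0.0873). The difference of the response between 2 genotypes was tested by permuting treatment within each of them (63504 assignments), and 0 of the 39 differences passed the adjustment (lowest p = 0.00375, adjusted p = 0.146, permutation test; aryl hydrocarbon receptor targets, wild-type against Nrf2-knockout).

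**Figure D4:**
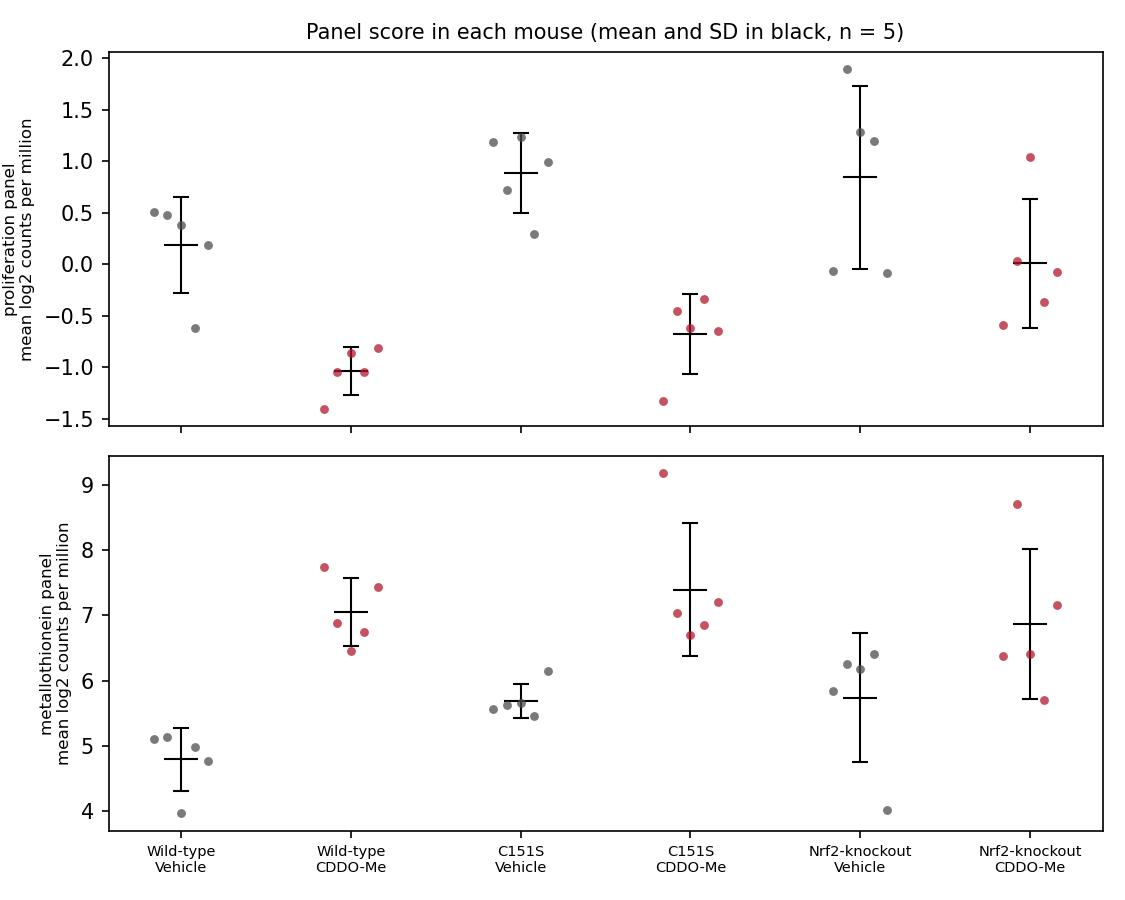
Panel scores of genes of dividing cells (top) and metallothionein genes (bottom) in each mouse, as mean log2 CPM, by genotype and treatment; black bars give the mean and SD (n = 5). In wild-type and C151S mice the 5 CDDO-Me-treated mice lie below every vehicle-treated mouse in the top panel and above every one in the bottom panel.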

DEGs reflecting other signaling pathway responses were not detected in wild-type, *Nrf2*-knockout, or C151S mutant mice. Thus, at the dose used, CDDO-Me induced only an NRF2-dependent response. The relevance of this dose is highlighted by the protection against ConA-induced immune hepatitis in wild-type but not C151S mutant mice as adjudged by serum ALT levels. Earlier studies had demonstrated that the genetic homolog (pharmaco-mimetic) to this intervention, *Keap1*-knockdown mice, profoundly protected against ConA hepatitis (Osburn et al., 2008). In both studies, exacerbation of toxicity was not observed in the C151S mutant and *Nrf2*-knockout mice, likely reflecting the selection of a challenge dose optimized to provide a dynamic range to detect protection against rather than enhanced toxicity.

While CDDO-Me is in late stages of clinical development (e.g., the phase 2 and 3 trials: BEAM, NCT00811889; BEACON, NCT01351675; CARDINAL, NCT03019185; PHOENIX, NCT03366337; TSUBAKI, NCT02316821; and AYAME, NCT03550443), we also used CDDO-Im as a comparator in many of our experiments. CDDO-Im has been widely used in rodent studies because of perceived advantages in potency and lower toxicity to mice. No evidence of hepatic toxicity with either single or multiple doses of CDDO-Im or CDDO-Me were observed in our studies as adjudged by serum ALT measures. However, Kamel et al. (2019) has described the metabolism of CDDO-Me to a reactive epoxide in mice that could contribute to toxicity. In the cell culture assays using MEFs, where dose-response relationships can be easily defined, it is clear that CDDO-Me and CDDO-Im are equi-effective and equi-potent at inducing *Nqo1* transcripts in wild-type cells. CDDO-Me elicits no induction at any concentration tested in the C151S mutant cells, whereas CDDO-Im elicits an attenuated response at higher concentrations (e.g., 30 nM). CDDO-Me is C151 requiring, whereas CDDO-Im is C151 preferring. Meng et al. (2020) provide a possible explanation for these divergent responses. CDDO-Me is a monofunctional molecule in which only the A ring of oleanolic acid has been activated. However, the imidazolide moiety attached to the C-28 of CDDO-Im renders it a bifunctional molecule with much greater potential for acylation of nucleophilic amino acid residues. Their proteomic and modeling studies indicate that interaction with Tyr85 in KEAP1 by CDDO-Im, but not CDDO-Me, stabilizes the interaction with KEAP1 to potentially enhance potency and/or durability of the interaction.

Our study with CDDO-Me and KEAP1 C151S provides the second example of the role of specific cysteine amino acids as determinates of the NRF2 activation in vivo. Suzuki et al. (2019) developed stabile11-cysteine-less MEF lines that were unable to respond to cysteine-reactive NRF2 inducers, including CDDO-Im, 15Δ-PGJ_2_, and CdCl_2_. Four of those cysteines (Cys226/613/622/624) were important for sensing hydrogen peroxide. Mechanistic dissection using a series of mutant MEFs and mice indicated that Cys226, Cys613, and Cys622/Cys624 form an elaborate fail-safe mechanism in which all of these cysteine residues contribute to hydrogen peroxide sensing by KEAP1, but no single residue is essential for a response to oxidative stress in vivo. Thus, hydrogen peroxide and CDDO-Im, unlike CDDO-Me, appear to use multiple amino acid interactions to evoke NRF2 activation.

Many NRF2 inducers have been characterized as KEAP1 C151–preferring based upon analyses in cysteine-mutant MEFs, including the triterpenoids, dimethyl fumarate (DMF), and sulforaphane. To et al. (2015) observed that CDDO-Im and CDDO-Me were markedly more potent than DMF for activation of the NRF2 pathway in RAW 264.7 mouse macrophage-like cells. However, microarray analysis indicated that only half (52 of 99) of the NRF2 target genes were induced by all three; further, each drug regulated a unique subset of NRF2 genes. Moreover, effects in the A/J model of lung carcinogenesis were different: CDDO-Im and CDDO-Me showed protective effects, whereas DMF elevated sensitivity to lung carcinogenesis in this model. Similarly, Wible et al. (2018) used a chemical genomics approach to characterize the hepatic expression profiles between CDDO-Im and 1,2-dithiole-3-thione (D3T) from wild-type and *Nrf2*-knockout mice. At equally efficacious doses in wild-type mice, 406 genes enriched in the NRF2-regulated pathways of antioxidant defense and xenobiotic metabolism showed common RNA responses to both treatments. However, CDDO-Im resulted in a unilateral, NRF2-dependent elevation of peroxisome proliferator *α* and Kruppel-like factor 13, as well as the peroxisome proliferator *γ* coactivator 1b, together indicating regulation of *β*-oxidation and lipid metabolic pathways. By contrast, functional analysis of the D3T-regulated set showed a robust enrichment of NRF2-regulated enzymes involved in cholesterol biosynthesis wherein CDDO-Im had no effect on cholesterol biosynthesis. The molecular determinants to these unique, NRF2-dependent responses of the two inducers are unclear at present.

Our study highlights the efficacy in vitro and in vivo of a potent, monofunctional molecule that selectively activates the NRF2 stress response pathway in a mechanism that is solely dependent upon interaction with a single cysteine amino acid, C151, in KEAP1. However, more studies will be required to determine the optimal features of triterpenoid action in the development of best-in-class triterpenoids for prophylactic and therapeutic uses. Are monofunctional or bifunctional molecules preferred? CDDO-Me versus CDDO-Im comparisons are ambiguous at present, with some studies showing greater or lower efficacy depending upon the cell system or animal model used. Is CDDO-Me the “best” triterpenoid? Features of pathway specificity versus broad network responses need careful consideration. What defines target versus off-target interactions? How does dose or metabolism influence the considerations of pathway specificity or toxicity? At a minimum, CDDO-Me is a useful pharmacological probe for potent induction of NRF2 signaling. At best, it will prove to be a selective, safe, and highly efficacious agent for disease prevention or amelioration. Or, as others suggest, if chemical and pathway multifunctionality is optimal, then new molecules that include better bioavailability, metabolic stability, and accessibility to all compartments, including the brain, will need to be developed.

## Abbreviations

ALT: alanine aminotransferase
ARE: antioxidant response element
BW: body weight
C151: cysteine 151
CBR3: carbonyl reductase 3
CDDO-Im: 1-(2-cyano-3,12,28-trioxooleana-1,9(11)-dien-28-yl)-1H-imidazole
CDDO-Me: methyl-2-cyano-3,12-dioxooleano-1,9-dien-28-oate (bardoxolone methyl)
ConA: concanavalin A
D3T: 1,2-dithiole-3-thione
DEGs: differentially expressed genes
DMF: dimethyl fumarate
FC: fold change
FDR: false discovery rate
GSTM1: glutathione *S*-transferase M1
KEAP1: kelch-like ECH-associated protein 1
MEFs: mouse embryo fibroblasts
Menadione: 2-methyl-1,4-naphthoquinone
MTT: thiazolyl blue tetrazolium bromide
NQO1: NAD(P)H:quinone dehydrogenase 1
NRF2: NF-E2-related factor 2
qPCR: quantitative real-time polymerase chain reaction

How the deposited data were processed for this re-analysis (not part of the article)

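RNA-seq counts were analysed for the livers of male wild-type, C151S, and Nrf2-knockout mice taken 24 hours after 1 oral dose of vehicle or CDDO-Me at 30 µmol/kg, with 5 mice in each of the 6 groups and 30 libraries in all. The authors deposited raw counts per gene, made by aligning paired-end reads to the mm10 genome with STAR and keeping the counts of the strand that matches the library, with GENCODE release 23 of the mouse annotation. The counts are whole numbers without normalization. The 4 summary lines of STAR were left out, and 55335 genes remained. Gene symbols, positions, and gene types were taken from GENCODE release 21 (GRCm38), in which 55154 of the genes have a symbol and a position. Entrez identifiers, used for gene sets, were found for 22372 genes.

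Counts on genes ranged from 23667068 to 42073169 per library, with a median of 33229925, which was 65.9% to 80.6% of the reads. A gene with 3 counts or fewer in a library was taken as being at the floor of detection there. Reads carry no molecular identifiers, so the floor covers counting error only. Only reads with a single position were counted, so that genes with near-identical copies, such as those of the glutathione S-transferase, carboxylesterase, and cytochrome P450 families, are counted in part.

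Samples were grouped by the genotype and treatment given in their labels. The title of 1 library, replicate 3 of the CDDO-Me-treated C151S mice, lacks a letter, and its treatment was taken from its treatment label. Each comparison used the libraries of its 2 groups. Genes were filtered with filterByExpr of edgeR 4.0.16 (R 4.3.3), normalized by the trimmed mean of M values, and tested with the quasi-likelihood F-test in the form of earlier edgeR releases (legacy fit). A gene was called at a Benjamini-Hochberg false discovery rate under 0.05 and an absolute log2 fold change of at least 0.5, as in the paper. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Differences between the responses of 2 genotypes were tested as contrasts in a fit of all 30 libraries with a mean for each group, at a false discovery rate of 0.05 without a threshold on the size. Normalized expression is given as CPM, and log2 CPM uses a prior count of 2. Common DEGs are those called in the wild-type treatment comparison and between CDDO-Me-treated wild-type and Nrf2-knockout mice with the same direction. The dates of sample isolation, which the paper used as a covariate, were not used here.

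Gene sets were tested with fgsea 1.28.0 on sets of 15 to 500 genes among the 1457 sets of the Reactome collection shipped with it. The lists of the Kyoto Encyclopedia of Genes and Genomes were not used here. For 13 hand-written panels of genes of other pathways, the mean log2 CPM per mouse was compared by an exact 2-sided permutation test over all assignments of the 10 mice, with adjustment over 39 tests. The genes named in the text are those that the paper's RNA-seq results name, those labelled in Fig. 5B and Fig. 5C, Nfe2l2 and Keap1, and for each comparison the 5 DEGs with the lowest p in each direction. Names outside this rule are marked as chosen after their values were seen.

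The alternatives tried, 1 at a time, were DESeq2 1.42.0, upper-quartile normalization, the quasi-likelihood fit of edgeR 4, no filter on low counts, at least 10 counts in every library, the replicate number as a block, 1 surrogate variable (sva 3.50.0), 1 fit of all 30 libraries, no threshold on the fold change, and each mouse left out in turn. For gene sets and panels they also included another ranking, hand-written lists in place of the gene sets, a prior count of 0.5, and z-scores. Limma's camera test (limma 3.58.1) was a further alternative, with a correlation of 0.01 assumed between genes. After the counts had been seen to part the mutant libraries by clock genes, the side of the widest gap in Arntl log2 CPM was added as a covariate. Vehicle-treated and CDDO-Me-treated mice share replicate numbers, and whether these mark pairs is not stated in the paper's text. Residuals of the 2000 genes examined were compared between mice with the same and with different numbers, and results of the block are given beside a comparison where the mean correlation exceeded 0.1.

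The fits were tested on simulated counts, drawn with the mean expression, dispersion, and library sizes of the 30 libraries and with 200 genes changed in the CDDO-Me-treated wild-type group. The fit used here found 98.5% of them with 10 false calls, DESeq2 98.5% with 29, and the test of a difference between responses 94.5% with 6. The changed genes were well expressed and moved by 2 on the log2 scale. In wild-type mice the upregulated DEGs tested in C151S mice had a median of 0.85. Counts were drawn independently for each mouse, without clock-gene sets. The shares found therefore do not give the power for smaller changes in the real libraries. In the C151S comparison, where no gene was changed, there were 0 calls. The GC content of genes was known for 99.95% of them and was removed, for 1 check, by an offset for each library, the smooth curve over GC content of each gene's deviation from its mean log2 CPM. Gene length was removed in the same way. Splits of the libraries into other groups used all 16 splits that part every same-numbered pair and 100 drawn splits. For differences between responses, treatment was swapped within same-numbered pairs, in 100 draws over any number of pairs and in 100 over 2 or 3 of the 5 pairs of each genotype, the real labels included in both. Figures were drawn with matplotlib 3.10.9.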

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

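The comparisons, thresholds, gene lists, and alternatives were set before the data were examined, apart from the clock-gene covariate and 2 direct comparisons of C151S with Nrf2-knockout mice. The tests chosen only after the result was seen were those of chance, low counts, and RNA from other cells for single mice, of a mislabelled library and a neighbouring gene for the C151S genes, of chromosome segments, gene length, and separate wild-type libraries for the vehicle-treated mice, and of gene length and of swaps of 2 or 3 pairs for the differences between responses.

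Single mice lay far from the other 4 of their group in 9 of the 94 groups examined, where chance gives about 5. In each of them the gap to the nearest mouse, as a share of the group's range, exceeded Dixon's critical value of 0.71 for 5 mice. Nqo1 in replicate 5 of the CDDO-Me-treated wild-type mice had a share of 0.794 (log2 CPM 6.76 against 5.60 to 5.84 in the others), and Ccna2 in the same mouse 0.727 (-0.94 against -1.41 to -1.28). Gpx2 had a share of 0.794 in replicate 3 of the CDDO-Me-treated C151S mice, which had 0 counts, and of 1.0 in replicate 2 of the CDDO-Me-treated Nrf2-knockout mice. Srxn1 in replicate 5 of the vehicle-treated C151S mice had a share of 0.721, and the panel of genes of dividing cells in replicate 4 of the vehicle-treated wild-type mice, the lowest, 0.719 (-0.62 against 0.19 to 0.51). Replicate 1 of the CDDO-Me-treated C151S mice was apart in 3 measures: Nfe2l2 with a share of 0.760 (5.39 against 6.10 to 6.33), Mt2 with 0.753 (10.92 against 6.82 to 7.83), and the metallothionein panel with 0.797 (9.18 against 6.70 to 7.20). The binomial probability of 9 or more groups of 94 is 0.0458, but genes share mice and the groups are not independent, so that chance cannot be told apart. These 9 groups come from 6 different mice, of which 3 had the deepest or shallowest library of their group, close to the 2 of 5 that chance gives, so that the test gives no sign of an effect of library depth. Values from 3 counts or fewer account for 2 of them, both for Gpx2. In replicate 1 of the CDDO-Me-treated C151S mice, 0 of 5 lists of marker genes of other cells (adipose, blood, immune, muscle, pancreas) were higher than in all 29 other libraries, which goes against RNA from other cells. No biological explanation was tested for these mice.

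The response to CDDO-Me differed between wild-type and C151S mice in 72 genes (58 with the larger log2 change in wild-type mice), between wild-type and Nrf2-knockout mice in 40 genes (36), and between C151S and Nrf2-knockout mice in 2 genes. When treatment was swapped within same-numbered pairs in 100 ways, the real one included, 3 gave as many as 72 genes, 8 as many as 40, and 8 as many as 2, each in its own comparison. These draws are not free of a response, since the labels of 1 or both genotypes of the comparison were kept or wholly reversed in 3 of the 3, 8 of the 8, and 7 of the 8. When 2 or 3 of the 5 pairs were swapped in each genotype, 1, 1, and 2 of 100 draws gave as many, the real one included. Such draws show what no response at all gives and not what equal responses give. The difference was large for single genes, such as Cbr3 between wild-type and Nrf2-knockout mice (5.33 on the log2 scale, adjusted p = 6.7e-09 from edgeR, with 5 of 5 CDDO-Me-treated wild-type mice above every other mouse; adjusted p from 2.2e-28 to 1.2e-07 over the alternatives). A smooth trend with GC content does not explain most of the calls, and an effect of GC content on single genes was not tested. After its removal 65 of the 72, 38 of the 40, and 2 of the 2 genes were still called, although the log2 difference had been related to GC content across genes before it (Spearman's rho -0.272 for wild-type against C151S and 0.419 for C151S against Nrf2-knockout mice). For gene length rho was 0.121 and -0.101 in these 2 comparisons, and after its removal 66 of the 72 and 2 of the 2 genes were still called.

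Gm42031 and Plcd3 separate the C151S from the Nrf2-knockout response, and Zfp791 and Gm4316 are also labelled in Fig. 5B. These 4 genes had more counts in 4 of the 5 CDDO-Me-treated C151S mice than in replicate 1. Replicate 1 had 54 counts of Gm42031 against at least 301 in the other 4 and at most 22 with vehicle. For Zfp791 it had 63 against at least 246 and at most 105. It was also above the highest vehicle count for Plcd3 (16 against 13) but below it for Gm4316 (12 against 18). The metallothionein score does not settle whether replicate 1 is a vehicle library labelled CDDO-Me. It lay 3.04 above the highest vehicle-treated C151S mouse, but also above the other 4 CDDO-Me-treated mice (9.18 against 6.70 to 7.20). The score thus matches neither group. A smooth trend with GC content is too small to explain the rise of the 4 genes. The trend ran from -0.25 to 0.14 on the log2 scale (1st to 99th percentile of genes), and 4 of the 4 genes kept at least 0.5 of their log2 fold change after its removal, although the adjusted p of Plcd3 rose from 0.0400 to 0.0590 (edgeR). An effect of GC content on these genes alone was not tested. Gm42031 and Zfp791 lie 2777 bases apart on the same strand of chromosome 8, so reads of 1 locus counted on the neighbouring gene cannot be told apart for this pair, whereas Plcd3 is on chromosome 11 and Gm4316 elsewhere on chromosome 8. The grouping of the 4 genes was noticed after their values were seen, and no biological explanation was tested.

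The paper does not report a comparison of vehicle-treated mice across the genome. Vehicle-treated C151S mice differed from vehicle-treated wild-type mice in 675 genes, 361 higher and 314 lower, and Nrf2-knockout mice in 1462 genes, 883 higher and 579 lower. Of 100 splits of the 10 libraries, the real one included, 1 gave as many genes in each comparison. The same held for 1 of the 16 splits that part every same-numbered pair, a number that cannot give a share under 0.0625, and the other drawn splits part fewer pairs. Library depth did not differ between the groups (exact permutation p = 0.302 for C151S and 0.270 for Nrf2-knockout mice, against wild-type). The share of reads on genes was lower in wild-type (65.9% to 74.5%) than in Nrf2-knockout mice (76.0% to 80.2%), without overlap. In C151S mice it was 72.3% to 78.4%, which overlaps with wild-type. Whether this difference between libraries adds to the calls was not tested. After removal of GC content, 617 of the 675 and 1243 of the 1462 genes were still called. Calls were no more frequent within 20 Mb of the altered genes, with 5 of 160 genes near Keap1 (3.13% against 4.86% elsewhere, Fisher's exact p = 0.455) and 16 of 167 near Nfe2l2 (9.58% against 10.4%, Fisher's exact p = 0.80). Gene length was related to the log2 difference with a Spearman's rho across genes of 0.102 for C151S and 0.0560 for Nrf2-knockout mice. The first exceeds the limit of 0.1 set for this test, but after removal of gene length 633 of the 675 genes were still called, so that length does not fully explain the C151S difference. The wild-type libraries lie in the high set of Arntl alone, and with this set as a covariate, which compares genotypes within the high set, the counts were 1904 and 954.

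The 2 mutant genotypes differed from wild-type mice in the same direction. Across 13841 genes Pearson's r of the 2 log2 differences was 0.792, and all 392 genes called in both had the same sign, but these comparisons share the wild-type vehicle libraries. Separate libraries were therefore compared: the difference of vehicle-treated C151S from vehicle-treated wild-type mice with that of CDDO-Me-treated Nrf2-knockout from CDDO-Me-treated wild-type mice. Across 13691 genes r was then 0.579, and 246 of 250 genes called in both had the same sign. It was 0.662 across the 11405 genes without an unadjusted p under 0.05 in the wild-type response to CDDO-Me, and 0.597 with the mutant libraries of the high Arntl set alone (3 C151S and 2 Nrf2-knockout). Genes are not independent replicates, so no p is given. The pattern may reflect a lower basal NRF2 activity in C151S mice. It may also reflect a difference between the wild-type colony, its handling or its libraries and those of the mutants. The data cannot tell these apart.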

How the results depend on the processing

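The clock-gene covariate is the only alternative chosen after the result was seen. The cause was not tested for any change named here unless a value is given for it.

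The number of wild-type DEGs, 377, lay between 299 and 527 with the replicate block, DESeq2, either filter on low counts, upper-quartile normalization, the edgeR 4 fit, or 1 surrogate variable, and between 265 and 493 across the 10 fits that each left out a mouse. In the fit of all 30 libraries it was 147, and without the threshold on the fold change 580.

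The 13 DEGs of C151S mice were the most changeable count: 2 with the replicate block, 100 with DESeq2, 23 with no filter on low counts, 1 with at least 10 counts in every library, 7 with upper-quartile normalization, 0 with 1 surrogate variable (1447 genes at an unadjusted p under 0.05), 34 in the fit of all 30 libraries, 4 with the clock-gene covariate, and from 0 to 22 across the 10 fits that each left out a mouse, of which 7 gave 0 (1066 to 2307 genes at an unadjusted p under 0.05). On simulated data with no changed genes the fit made 0 calls, but those data held no clock-gene sets. In Nrf2-knockout mice the count of 0 (1136 genes at an unadjusted p under 0.05) became 55 with DESeq2 and 11 in the fit of all 30 libraries, and stayed at 0 in the 7 other refits (1053 to 1821 genes at an unadjusted p under 0.05) and in the 10 fits that each left out a mouse (894 to 1642 such genes). In the simulated wild-type comparison, also without clock-gene sets, DESeq2 made 29 false calls against 10 for the fit used here.

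Between CDDO-Me-treated wild-type and C151S mice, the 692 DEGs became 1154 with DESeq2, 383 with the clock-gene covariate, and from 379 to 1303 across fits that left out a mouse. Between CDDO-Me-treated wild-type and Nrf2-knockout mice, the 1315 DEGs stayed between 1144 and 1752 in the alternatives and between 975 and 1487 across fits that left out a mouse. The vehicle-treated C151S mice differed from wild-type mice in 1029 genes with 1 surrogate variable, 382 in the fit of all 30 libraries, 1904 with the clock-gene covariate, 1160 without the threshold on the fold change, and 390 to 1168 with a mouse left out. For Nrf2-knockout mice the corresponding counts were 627 with 1 surrogate variable, 954 with the clock-gene covariate, 2307 without the threshold on the fold change, and 949 to 2050 with a mouse left out. Upper-quartile normalization changed the share of DEGs higher in vehicle-treated Nrf2-knockout than wild-type mice from 60.4% to 75.4%, and 1 surrogate variable to 42.9%.

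Common DEGs at a false discovery rate of 0.01 numbered 107 and became 70 with the replicate block, 199 with DESeq2, and 69 in the fit of all 30 libraries, which also took the 192 common DEGs at 0.05 to 120. The differences between responses kept within 1.5 times of 72 and 40 genes except for 113 and 85 genes with DESeq2 and 75 genes, for wild-type against Nrf2-knockout mice, with 1 surrogate variable. The 2 genes that differed between the C151S and Nrf2-knockout responses became 0 with at least 10 counts in every library, where neither gene was tested (640 genes at an unadjusted p under 0.05), and from 1 to 3 across the 20 fits that each left out a mouse.

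The median log2 fold change of the genes upregulated in wild-type mice was reversed in C151S mice in the fit of all 30 libraries, from 0.10 to -0.00155. This move is slightly larger than the SD between CDDO-Me-treated mice of 0.094, which leaves out the spread of the vehicle-treated mice. The new value lies within the range of single CDDO-Me-treated mice (-0.05 to 0.19). In Nrf2-knockout mice it was 0.156 with DESeq2, 0.166 with no filter on low counts, 0.103 with upper-quartile normalization, 0.0796 in the fit of all 30 libraries, and 0.108 to 0.168 with a mouse left out, against 0.13. The medians of the downregulated genes stayed below 0 in every alternative tried.

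The gene sets Biological oxidations, Phase II conjugation, and Glutathione conjugation passed their threshold in every alternative. Xenobiotics, which did not pass, did so against C151S mice with the clock-gene covariate (NES 1.96). Against Nrf2-knockout mice it passed with the replicate block (1.88), at least 10 counts in every library (1.83), and 1 surrogate variable (1.78). It also passed there with the ranking by the square root of F (1.78), the clock-gene covariate (1.99), and limma's camera (adjusted p = 0.00451). Over these alternatives its adjusted p against Nrf2-knockout mice ranged from 0.00187 to 0.0474 (fgsea or camera). Of the 10 fits that left out a mouse, 1 passed (NES 1.52 to 2.05). A hand-written list put in its place passed against C151S (2.49, 81 genes tested) and Nrf2-knockout mice (2.48, 82 genes). That list is another gene set, so its scores are not those of Xenobiotics. Of 39 panel tests 8 passed, against 0 with the replicate block, which cannot reach the threshold, 18 with camera, and 0 to 9 across the 30 fits that each left out a mouse.

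Among single genes, 1 surrogate variable reversed Gstm1 (from -0.02 to 0.0484) and Fos (from -0.86 to 0.19) in C151S mice. Leaving out a mouse reversed Gstm1 in C151S mice (from -0.17 to 0.14 across 10 fits), Cbr3 in Nrf2-knockout mice (from -0.26 to 0.0818), and Nqo1 between vehicle-treated C151S and wild-type mice (from -0.22 to 0.0265). None of these 4 results had passed a threshold. Of 147 results for single genes, 28 others changed with a mouse left out, 25 weaker and 3 stronger, and 36 under the other alternatives, 34 weaker and 2 stronger.

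Depth limits the results for Gpx2, which had at most 3 counts in every library other than those of CDDO-Me-treated wild-type mice, and for Cbr3 in the mutant mice, with 4 to 25 counts per library.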

Differences from the paper's values

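All settings named here were set before the data were examined, and no test was chosen after the result was seen.

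The paper gives 350 common DEGs at a false discovery rate of 0.05, and 192 were found here. The number fell within 1.5 times of the paper's 350 with DESeq2 (265), with 1 surrogate variable (253), and without the threshold on the fold change (276). It did not with the replicate block (153), no filter on low counts (233), at least 10 counts in every library (164), upper-quartile normalization (190), the edgeR 4 fit (197), the fit of all 30 libraries (120), or any fit that left out a mouse (150 to 233). The paper used the date of sample isolation as a covariate, which was not used here.

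In C151S mice the paper counts 5 upregulated DEGs, and 2 were found here. The number fell within 1.5 times of the paper's with no filter on low counts (4) and without replicate 1 of the CDDO-Me-treated mice (6). It did not with the replicate block (1), DESeq2 (23), at least 10 counts in every library (0, with 1789 genes at an unadjusted p under 0.05), upper-quartile normalization (1), the edgeR 4 fit (2), 1 surrogate variable (0, with 1447 such genes), the fit of all 30 libraries (14), or the other 9 fits that left out a mouse (0 to 1).

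Among the genes that Fig. 5B labels as upregulated in C151S mice, Zfp791, Gm4316, and Mt2 were not called here. Zfp791 had a log2 fold change of 1.97 (adjusted p = 0.130, edgeR; higher than every vehicle-treated mouse in 4 of 5 mice). It was called with DESeq2 (adjusted p = 6.5e-05), no filter on low counts (0.0412), the fit of all 30 libraries (0.00333), and without replicate 1 of the CDDO-Me-treated mice (0.00760), and its adjusted p ranged up to 0.344 over the other alternatives and 0.439 with a mouse left out. Gm4316 had a log2 fold change of 2.30 (adjusted p = 0.196, edgeR; higher in 4 of 5 mice). It was called with DESeq2 (adjusted p = 0.00106), the fit of all 30 libraries (0.0260), and without the same mouse (0.0429), with adjusted p up to 0.344 over the other alternatives and 0.529 with a mouse left out. Mt2 had a log2 fold change of 3.66 (adjusted p = 0.223, edgeR; higher in 5 of 5 mice). It was called without that mouse (adjusted p = 0.0424) and under no other alternative (adjusted p from 0.0540 to 1).

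The paper and Fig. 5C report Fos as upregulated in Nrf2-knockout mice. Here its log2 fold change was 2.26 (SE 0.70) with an adjusted p of 0.547 (edgeR), and no alternative called it (adjusted p from 0.222 to 0.528, and up to 0.807 with a mouse left out).

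The text states that the 4 pathways of Fig. 5E are enriched in CDDO-Me-treated wild-type mice. The curves in Fig. 5E reach their lowest point at the end of the ranking that the axis marks as C151S or Nrf2 KO. Here Biological oxidations, Phase II conjugation, and Glutathione conjugation scored higher in wild-type mice, at 2.43, 2.74, and 2.60 against C151S mice. The set Xenobiotics, which holds phase I reactions, did not pass (NES 1.24 and 1.65). The genes of the paper's 4 pathways were not compared with those of the Reactome sets. The result for Xenobiotics is therefore no test of the paper's pathways. Against Nrf2-knockout mice Xenobiotics passed with the replicate block (1.88), at least 10 counts in every library (1.83), and 1 surrogate variable (1.78). It also passed there with the ranking by the square root of F (1.78) and with limma's camera. A different, hand-written list of genes of xenobiotic metabolism passed against Nrf2-knockout (2.48) and C151S mice (2.49).

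The paper states that other signaling pathways gave no DEGs. The panel test used here is another measure, of the mean score of a list of genes rather than of single genes. By it 8 of 39 tests of panels of other pathways passed, 5 of them in wild-type mice, where NRF2 may take part. Among the 8 were genes of dividing cells in wild-type mice (-1.22) and C151S mice (-1.56). In both, all 5 CDDO-Me-treated mice lay below every vehicle-treated mouse (adjusted p = 0.0387 each, exact permutation test). For the genes downregulated in wild-type mice, for which the paper reports little or no change in the mutant mice, the medians were -0.55 in C151S and -0.39 in Nrf2-knockout mice.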

Other observations

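The tests chosen only after the result was seen were those of clock genes, of clock phase, and of gene length.

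The clock genes of the mutant libraries part together. Besides Arntl, 13 of the 15 other clock genes of the panel differed between the high and the low set in the same direction in C151S and in Nrf2-knockout mice, for example Npas2 by 3.19 and 3.28 and Dbp by -2.70 and -3.03 on the log2 scale. Cry1 and Nr1d1 did not. The share of reads on genes did not differ between the sets in C151S mice (exact permutation p = 0.444). The split is consistent with livers taken at different circadian phases, which may be the dates or hours of isolation that the paper's covariate stands for, but no date or hour was examined here. As the grouping comes from the data, the sets are not conditions.

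The genes downregulated in wild-type mice also fell in the mutant mice, where few passed when adjusted over all genes. Adjusted over the wild-type DEGs alone, 29 of the downregulated genes passed in C151S and 1 in Nrf2-knockout mice. Of 100 splits of the libraries of each genotype, the real one included, 1 gave a median as far from 0 in C151S and 1 in Nrf2-knockout mice. The 33 genes of dividing cells do not account for it, since the medians without them were -0.52 in C151S and -0.37 in Nrf2-knockout mice. Nor do low counts, since over the genes with more counts than the median gene of the list the medians were -0.47 and -0.36. Smooth trends with GC content and with gene length are too small to account for it. In C151S mice they ran from -0.25 to 0.14 and from -0.09 to 0.09 on the log2 scale (1st to 99th percentile of genes), and the medians were -0.54 and -0.37 after removal of GC content and -0.54 and -0.38 after removal of gene length. Within the clock-gene sets, the median closer to 0 was -0.40 and -0.27. The paper does not report this shift. A candidate explanation is an effect of CDDO-Me on expression that does not need NRF2, written as a hypothesis because the shift was found and tested on the same libraries and the isolation dates were not used. For the upregulated genes, 18 of 100 splits of the C151S libraries gave a median as far from 0 as 0.10, and 2 of 100 of the Nrf2-knockout libraries as far as 0.13. Tested for a different response and adjusted over all genes, 6 and 1 of the 150 wild-type downregulated DEGs passed in C151S and Nrf2-knockout mice. Adjusted over the 377 wild-type DEGs alone, 13 and 19 of the 150 downregulated and 106 and 113 of the 227 upregulated DEGs passed. The wild-type libraries that chose these genes enter the test, which favours a difference. The test is also strict for the downregulated genes, since its fit of all 30 libraries called 37 of the 150 in wild-type mice themselves, so that a gene without a passing difference is not shown to respond alike.

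The panels of other pathways moved in wild-type and C151S mice. The aryl hydrocarbon receptor panel contains Nqo1, an NRF2 target, but without it the panel still rose by 0.38 in wild-type mice (4 genes, 5 of 5 mice above every vehicle-treated mouse, exact permutation p = 0.00794, the smallest the test can give). This does not make the rise independent of NRF2, since 2 of these 4 genes are among the 192 common DEGs. In C151S mice 3 of 3 panels kept their direction within both clock-gene sets. After removal of GC content 8 of the 8 panels still passed, and after removal of gene length 8 of the 8. In wild-type mice the trends removed ran only from -0.02 to 0.04 for GC content and from -0.04 to 0.02 for gene length (1st to 99th percentile of genes). The wild-type panels could therefore hardly fail, and their passing again is no test of stability. Counts on genes did not differ between CDDO-Me and vehicle (exact permutation p = 0.810 in wild-type and 0.254 in C151S mice). The fall of genes of dividing cells in both wild-type and C151S mice, with a difference between them that was not past a threshold (exact permutation p = 0.646), suggests an action of CDDO-Me on cell division for which no need of the KEAP1 cysteine was detected. This is a hypothesis, found and tested on the same libraries, and the isolation dates were not used here.

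GC content was related to the treatment effect in C151S mice (Spearman's rho 0.321 across genes, 0.011 after its removal), and 11 of the 13 genes called before its removal were still called, among 14. Gene length was related to it with a rho of -0.158, and after its removal 13 of the 13 genes were still called. In wild-type mice, where GC content was hardly related to the effect (0.003), 370 of the 377 genes were still called, among 394.

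Other splits of the libraries were also counted for each comparison, the real split included, as a check on chance. For the wild-type treatment comparison 1 of 16 splits that part every same-numbered pair and 1 of 100 drawn splits gave as many DEGs, and for C151S mice 1 of 16 and 3 of 100. The other C151S splits among these 3 gave 990 and 856 DEGs, against 13 for the real one. Some other groupings of the same 10 libraries thus gave far more DEGs than treatment did. In Nrf2-knockout mice 16 of 16 and 100 of 100 gave at least 0 DEGs (1136 genes at an unadjusted p under 0.05 in the real one). Between CDDO-Me-treated wild-type and Nrf2-knockout mice, and between wild-type and C151S mice, 1 of 16 and 1 of 100 did. A set of 16 splits cannot give a share under 0.0625. The common DEGs were matched by 1 of 100 splits at a false discovery rate of 0.01 and 1 of 100 at 0.05. For gene sets the splits gave an NES as large in size more often. Against C151S mice 26 of 100 did so for Biological oxidations, 20 for Phase II conjugation, 22 for Glutathione conjugation, and 58 for Xenobiotics. Against Nrf2-knockout mice the numbers were 27, 25, 31, and 32. These splits still part the genotypes unevenly, and an NES does not grow with the size of the difference, so the scores alone do not exclude chance.

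Basal expression of the genes that the paper measured by quantitative PCR was also read from the vehicle-treated libraries. Against wild-type mice, the log2 difference of Nqo1 was -0.08 in C151S mice, which did not pass, and -1.85 in Nrf2-knockout mice (adjusted p = 0.00159, edgeR; 4.9e-10 to 0.0250 over the alternatives; 5 of 5 mice below every wild-type mouse). That of Gstm1 was -0.57 and -2.62, that of Srxn1 -0.56 and -0.95, and that of Cbr3 -0.53 and -0.68, the last of which did not pass in either genotype. The genes with the lowest p between vehicle-treated C151S and wild-type mice were Gpat3, Timp3, Igf2bp3, Vcam1, and Armcx4 among those that were higher and Ide, Gm32468, Nucb2, S100a10, and Sec24d among those that were lower. Ide (ENSMUSG00000056999.15, chromosome 19, 37268743 to 37337852) was at 218 ± 9.72 CPM in wild-type, 75.0 ± 7.38 CPM in C151S, and 136 ± 23.2 CPM in Nrf2-knockout mice (SD, n = 5 each). For Nrf2-knockout mice they were Igf2bp3, Aph1c, Setd7, Vsig10, and Pde6h (higher) and Aox1, Ugt2b35, Gstm4, Ces1g, and Ugt2b5 (lower).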
